# Deciphering the importance of the palindromic architecture of the immunoglobulin heavy-chain 3' regulatory region

**DOI:** 10.1038/ncomms10730

**Published:** 2016-02-17

**Authors:** Alexis Saintamand, Christelle Vincent-Fabert, Armand Garot, Pauline Rouaud, Zeliha Oruc, Virginie Magnone, Michel Cogné, Yves Denizot

## Abstract

The *IgH* 3' regulatory region (*3'RR*) controls class switch recombination (CSR) and somatic hypermutation (SHM) in B cells. The mouse *3'RR* contains four enhancer elements with *hs1,2* flanked by inverted repeated sequences and the centre of a 25-kb palindrome bounded by two *hs3* enhancer inverted copies (*hs3a* and *hs3b*). *hs4* lies downstream of the palindrome. In mammals, evolution maintained this unique palindromic arrangement, suggesting that it is functionally significant. Here we report that deconstructing the palindromic *IgH 3'RR* strongly affects its function even when enhancers are preserved. CSR and *IgH* transcription appear to be poorly dependent on the *3'RR* architecture and it is more or less preserved, provided *3'RR* enhancers are present. By contrast, a ‘palindromic effect' significantly lowers *V*_*H*_ germline transcription, AID recruitment and SHM. In conclusion, this work indicates that the *IgH 3'RR* does not simply pile up enhancer units but also optimally exposes them into a functional architecture of crucial importance.

## Abstract (web summary)

The *IgH* 3' regulatory region contains an evolutionarily conserved palindromic sequence flanking important enhancer elements. Here the authors show that the palindrome is required for generating antibody diversity.

Lymphopoiesis is coupled with programmed accessibility of Ig genes to transcription and to several major transcription-dependent DNA-remodelling events^1^,^2^. Multiple *cis*-regulatory elements located 5' and 3' of constant (*C*) genes control B-cell ontogeny. Among 5' elements, the intronic *Eμ* enhancer is reported as a master control element of *V(D)J* recombination^3^,^4^. The *IgH* 3' regulatory region (*3'RR*), which encompasses the four transcriptional enhancers *hs3a, hs1,2*, *hs3b* and *hs4*, controls μ-transcription in mature B cells^5^, and is the master element controlling conventional class switch recombination (CSR)^6^,^7^, locus suicide recombination^8^ and somatic hypermutation (SHM)^9^ but with little role in *V(D)J* recombination, except for silencing early transcription in pro-B cells^10^,^11^,^12^. The mouse *3'RR* contains four enhancer elements (*hs3a*, *hs1,2*, *hs3b* and *hs4*) with *hs1,2* flanked by inverted repeated intervening sequences (*IRIS*) and the centre of a >25-kb palindrome bounded by 2 inverted copies of the *hs3* enhancers (*hs3a* and *hs3b*) refs 2, 13. *hs4* lies downstream of the palindrome. The modest activity of each of the *3'RR* elements *in vitro*, however, contributes to a synergic and potent global effect of the *3'RR* in transgenes, especially when its ‘palindromic' architecture is maintained^14^. In humans, each of the two *3'RR* located downstream of *Cα1* and *Cα2* contains three enhancer elements similar to mouse *hs3*, *hs1,2* and *hs4*, with *hs1,2* being also flanked by *IRIS*. Beyond divergence of *hs1,2*-flanking sequences, evolution maintained a ‘quasi-palindromic' organisation in all mammals for which sequence is available, making it tempting to speculate that this unique arrangement is of significant importance for the regulatory region function^15^. To explore the role of the *3'RR* palindromic architecture in the context of the endogenous locus, we analysed two newly generated transgenic mice: *hs3a*+*IRIS*+*hs1,2*-deficient mice (called ΔleftPAL mice in this study) lacking the 11.5-kb left half of the *3'RR* palindrome (deconstructing palindrome and deleting two enhancer elements) and Δ*IRIS* mice with the same left-half deletion of the palindrome but with reintroduction of a inverted *hs3a* and *hs1,2* enhancers (deconstructing the palindrome by fully eliminating left-side *IRIS* while maintaining all four core enhancer elements). We report that the deconstruction of the *IgH* 3' palindrome widely affects SHM but only marginally affects CSR, showing that the unique architecture of the *IgH* locus 3' boundary crucially determines the full functional expression of the *IgH 3'RR* transcriptional enhancers.

## Results

### Generation of ΔleftPAL and ΔIRIS mice

The location of the *3'RR* on the *IgH* locus is reported in Fig. 1a. Figure 1b reports the 97% homology between *hs3a* and *hs3b* (in inverse orientation on the chromosome). Dot-plot analysis of the *3'RR* DNA fragment encompassing *hs3a* to *hs4* reveals locations of tandem repeats and inverted sequences defining the *3'RR* palindromic structure (Fig. 1c). Inversion of *hs3a* and deletion of intervening sequences between *hs3a* and *hs1,2* in Δ*IRIS* mice totally disrupt the palindromic structure, while maintaining the presence of all *3'RR* enhancers. The ES14 cell line was used to generate ΔleftPAL and Δ*IRIS* mice. The gene-targeting vector replaced the 11.5-kb genomic fragment encompassing the *IRIS* and *hs3a*/*hs1,2* enhancers with a floxed *neo*^*R*^ cassette (ΔleftPAL mutation; Supplementary Fig. 1). Specific 5' and 3' PCR allowed the selection of 8 out of 984 clones. Another gene-targeting vector replaced the genomic fragment encompassing the *IRIS* and *hs3a*/*hs1,2* enhancers with a cassette including an inverted copy of *hs3a* plus *hs1,2* enhancer and a floxed *neo*^*R*^ cassette (Δ*IRIS* mutation; Supplementary Fig. 1). Inserting *hs3a* in inverted orientation allowed us to completely suppress any dyad symmetry around *hs1,2* without deleting any enhancer sequence (Fig. 1c,d). Specific 5' and 3' PCR allowed the selection of 6 out of 536 clones. After germline transmission, breeding with cre-expressing mice allowed the derivation of ΔleftPAL and Δ*IRIS* mice after cre-deletion of *neo*^*R*^ (Supplementary Fig. 1).

### The palindromic arrangement of *3'RR* enhancers influences SHM

Interactions with cognate antigens recruit activated B cells into germinal centres where they undergo SHM in *V(D)J* exons for the generation of high-affinity antibodies. SHM is strongly altered in the *IgH* locus of *3'RR*-deficient mice, whereas SHM in light-chain loci remains unaltered^9^. We explored ΔleftPAL and Δ*IRIS* mice for potential SHM defects. Mice were daily immunised orally with sheep red blood cells for 2 weeks and intraperitoneally with 10 μg of LPS for 3 days. This immunisation protocol was found to be most efficient to regularly obtain *in vivo*-activated B cells in Peyer's patches^8^. Mature germinal centre B cells have a B220^+^Fas^+^GL7^+^ phenotype during normal immune responses to T-dependent antigens^16^. B220^+^GL7^+^Fas^+^ cells were sorted from immunised wild-type (*wt*), ΔleftPAL and Δ*IRIS* mice. Extracted DNA was amplified by PCR and submitted to high-throughput sequencing to evaluate SHM. As SHM in light chains is not under the *3'RR* control^9^, *IgH* SHM values along rearranged *J*_*H4*_ sequences were normalised to *Jκ5* SHM values. Mutation frequencies of 1.45% and 0.07% were found in *wt* and AID^−/−^ mice, respectively. SHM frequency was markedly reduced (by more than fourfold, at 0.33%) in ΔleftPAL mice (Fig. 2a,b). The presence of *hs3a* and *hs1,2* enhancers in Δ*IRIS* mice maintained SHM frequency at 0.75%, that is, at an intermediate level higher than ΔleftPAL mice (Fig. 2a,b) but markedly lower (by about twofold) than in *wt* mice (Fig. 2a,b). Mutations were found all along the analysed 3'*J*_*H4*_ DNA segment, but hotspots of mutations were evidenced in both genotypes. The proportion of transitions and transversions did not significantly differ between *wt*, ΔleftPAL and Δ*IRIS* mice (Fig. 2c). An increased percentage of non-mutated sequences was found in ΔleftPAL (18.9%) and Δ*IRIS* mice (29.1%) compared with *wt* mice (9.3%; Fig. 2d). When comparing the frequency of mutations per sequence, a much lower frequency of sequences carrying multiple mutations (>10 mutations) was found in ΔleftPAL (3.1%) and Δ*IRIS* (1.8%) mice compared with *wt* mice (25.5%; Fig. 2d). Thus, the palindromic structure of the *3'RR* is instrumental for SHM of rearranged *V(D)J* regions, and maintaining *hs3a* and *hs1,2* enhancers in Δ*IRIS* mice is not sufficient to preserve SHM at the *wt* level.

### The *3'RR* palindrome influences AID recruitment

We next investigated the mechanism underlying the SHM alteration. SHM correlates with transcription^17^. The partial *IgH* transcription defect observed in *hs3b*/*hs4*-deficient mouse resting B cells did not lead to any significant SHM decrease in germinal centre B cells^18^. The situation is quite different in *3'RR*-deficient mice, in which a partial *IgH* transcription defect was again observed, but then it was associated with a nearly complete *V(D)J* SHM blockade in activated germinal centre B cells^9^. In the present study, *IgH* primary transcription (location of the probe is shown in Fig. 3a) is maintained at fairly high levels in germinal centre B cells of ΔleftPAL mice and even slightly higher in Δ*IRIS* mice, thus clearly uncoupling the SHM defect from any major *V(D)J* transcription defect (Fig. 3b). As positive controls, no alteration was found for *Igκ* transcripts (nor for *AID* transcripts) in ΔleftPAL and Δ*IRIS* mice (Fig. 3b). Together with transcription, modified histones, characteristic of active chromatin, constitute hallmarks of the accessibility to SHM factors. ChIP experiments (probes located are shown in Fig. 3a) indicated that trimethylation of lysine 4 in histone H3 (H3K4me3) was markedly decreased in activated Peyer's patch cells of ΔleftPAL mice but partially preserved in Δ*IRIS* mice (Fig. 3c). This shows a synergistic role of enhancers and of the palindromic architecture for induction of epigenetic modifications and chromatin accessibility. Stalling of RNA pol II onto the *IgH V* region is required for AID recruitment during SHM in germinal centre B cells. As shown in Fig. 3d, paused RNA pol II loading was markedly reduced in activated Peyer's patch cells of ΔleftPAL mice and almost normal in Δ*IRIS* mice. In contrast, AID recruitment is strongly affected in both ΔleftPAL and Δ*IRIS* mice compared with *wt* mice (Fig. 3e). Our data thus suggest that the *3'RR* palindrome strongly contributes to the efficient recruitment of AID onto the *V(D)J* region during SHM.

### The *3'RR* palindrome weakly influences germline transcription

Germline transcription (GLT) of *C*_*H*_ gene is a known prerequisite of CSR. We evaluated GLT using real-time PCR on LPS only (*I*_*γ3*_*-C*_*γ3*_*, I*_*γ2b*_*-C*_*γ2b*_), LPS plus IL4- (*I*_*γ1*_*-C*_*γ1*_), LPS plus TGFβ- (*I*_*α*_*-C*_*α*_) and LPS plus INFγ- (*I*_*γ2a*_*-C*_*γ2a*_) activated splenic B cells from *wt*, ΔleftPAL and Δ*IRIS* mice. As shown in Fig. 4a, GLT was heterogeneously affected in ΔleftPAL mice, more or less for *I*_*γ3*_*-C*_*γ3*_, *I*_*γ2a*_*-C*_*γ2a*_ and *I*_*γ2b*_*-C*_*γ2b*_, whereas *I*_*α*_*-C*_*α*_ and *I*_*γ1*_*-C*_*γ1*_ were preserved. Alterations were milder and restricted to *I*_*γ2a*_*-C*_*γ2a*_ GLT in Δ*IRIS* mice (Fig. 4a). These data identify GLT as a basic activity of *3'RR* transcriptional enhancers that can arise almost independently from their inclusion into the *3'RR* palindrome. Accordingly, combined deletion of *hs3b*+*hs4* elements, although minimally truncating the *3'RR* palindrome, had a marked role in GLT^19^. It also has to be acknowledged that the various *C* genes are not equally affected by *3'RR* defects and that *C*_*γ1*_ GLT was only affected by the whole *3'RR* deletion^6^,^20^, whereas *C*_*α*_ GLT is sensitive to deletions encompassing the *hs4* enhancer element^6^,^21^.

### The *3'RR* palindrome weakly influences CSR

To determine whether results on GLT translated to a decreased CSR, we appreciated by flow cytometry the number of cells switching to a particular isotype after *in vitro* stimulation. Flow cytometric analysis allowed the counting of cells and the study of surface expression of class-switched isotypes on LPS only, LPS plus IL4-, LPS plus TGFβ- and LPS plus INFγ-activated splenic B cells from *wt* and ΔleftPAL mice. A pattern almost mirroring the results of GLT (except for γ1) was found (Fig. 4b,c). Lowered CSR was found for IgG_3_, IgG_2a_ and IgG_2b_, but not IgA. CSR towards IgG_1_ was slightly reduced despite unchanged GLT. Maintaining the presence of all enhancer elements in Δ*IRIS* mice preserved CSR towards IgG_3_ and IgG_2b_ but not IgG_2a_ and IgG_1_. IgA CSR was in parallel normal, similar to ΔleftPAL mice. Downstream of GLT, we observed efficient preservation of the *in vitro* IgG_3_ and IgG_2b_ CSR when enhancers were maintained. Our data confirm the particular status of γ_1_ and α isotypes with respect to the *3'RR*-dependent regulation of CSR control. IgA CSR is only sensitive to deletion encompassing the *hs4* enhancer element^6^,^20^, and recently an enhancer-RNA-expressing element called Inc-RNA-CSR was reported to promote CSR towards α by stimulating activity of the *3'RR* via a long-distance interaction with the *hs4* region^21^.

### The *3'RR* palindrome and chromatin accessibility

Molecular analysis of CSR has shown that the *3'RR* notably promotes CSR by acting on its initial steps (GLT and histone modifications)^20^. Together with DNA transcription, several epigenetic marks involved in the targeting of the CSR machinery to *S* regions primed for CSR constitute hallmarks of CSR accessibility^22^,^23^. 

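Total RNA of CD43-depleted splenocytes, which are splenic B cells freed of most other cells by removing those that carry CD43, was sequenced after depletion of ribosomal RNA. The libraries analysed here came from ΔleftPAL mice, which lack hs3a, hs1,2 and the sequence between them, and from ΔIRIS mice. The ΔIRIS mice keep all the enhancers, with hs3a inverted, but lack the left-side intervening repeats. For each genotype 1 library was made from resting cells and 1 from cells cultured for 48 h with 5 μg per ml LPS, a bacterial lipopolysaccharide that activates B cells. The wt libraries were not analysed here. Each library came from RNA or cells pooled over mice, as the descriptions of the pooling differ. No difference below therefore has a replicate check, and a test on the reads of 2 libraries compares those libraries, not the genotypes. The authors deposited fragment counts per gene, which summed to 23621743 in resting and 27780350 in LPS-activated ΔleftPAL cells, and to 28711549 in resting and 29778717 in LPS-activated ΔIRIS cells. At these depths the smallest level that can be shown (3 counts) was between 0.101 and 0.127 CPM, the counts scaled to a common library size. The counts were scaled to CPM with edgeR's TMM effective library sizes, and the reads of pairs of libraries were compared by a two-sided exact conditional binomial test. The intervals are 95% exact Clopper-Pearson intervals and cover counting error only, since PCR copies are not independent molecules. In ΔleftPAL cells, the reads of Ighg3, the gene of Cγ3, numbered 653 at rest and 688 after LPS, or 26.7 and 25.5 CPM. Their log2 ratio of LPS over resting was -0.07 (interval -0.22 to 0.09, exact binomial p = 0.412), a difference not detectable at this depth. The sign of this change depended on the way of counting, being -0.16 with total counts as library sizes and 0.05 with kallisto estimated counts. Scaled by Gapdh, whose own CPM rose 6.26-fold on LPS in these cells, the log2 ratio was -2.71. The reads of Ighg2b, the gene of Cγ2b, numbered 685 at rest and 300 after LPS, or 28.0 and 11.1 CPM, with a log2 ratio of -1.33 (interval -1.53 to -1.13, exact binomial p = 4.93e-44). This fall starts from a high resting level, as resting ΔIRIS cells had 246 Ighg2b reads, or 8.46 CPM. Resting ΔleftPAL cells also held more reads of Igha (748 against 213) and Ighg2c (375 against 49), but fewer of Ighg3 (653 against 982). Whether LPS itself lowered Ighg2b in ΔleftPAL cells is therefore left open.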

RNAseq experiments showed that *C*_*γ3*_ and *C*_*γ2b*_ transcription (Fig. 5a and d, respectively) was markedly reduced in ΔleftPAL mice compared with *wt* mice. 

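In LPS-activated ΔIRIS cells, Ighg3 (ENSMUSG00000076615) had 1661 reads, or 56.6 CPM, against 25.5 in LPS-activated ΔleftPAL cells. The gene lies on the minus strand of chromosome 12 of the mm10 assembly, from 113359665 to 113361232 in the authors' gene model, in 4 coding exons. The log2 ratio of ΔIRIS over ΔleftPAL was 1.15 (95% interval 1.02 to 1.28), a 2.22-fold difference (two-sided exact binomial p = 3.17e-75). The size of this log2 ratio was above that of all 500 genes nearest in expression, immunoglobulin genes left out, which makes it the 100th percentile. Among the scalings and tables tried, scaling by Gapdh moved the log2 ratio most, to 0.98. Ighg2b (ENSMUSG00000076613), from 113306389 to 113307933 on the same strand and also in 4 exons, had 411 reads, or 14.0 CPM, against 11.1 in LPS-activated ΔleftPAL cells. Its log2 ratio was 0.33 (95% interval 0.11 to 0.55), a 1.26-fold difference (two-sided exact binomial p = 0.00265). That size lay at the 80.0th percentile of the 500 genes nearest in expression, and at the 95.6th with kallisto estimated counts and the 90.4th in TPM. Scaled by Gapdh the log2 ratio of Ighg2b fell to 0.16 (exact binomial p = 0.142), whereas kallisto estimated counts gave 0.66. Relative to the cells at rest, the log2 ratio of LPS over resting in ΔIRIS cells was 0.75 for Ighg3 (982 reads at rest, exact binomial p = 6.86e-39) and 0.73 for Ighg2b (246 reads at rest, exact binomial p = 2.17e-10). Both turned negative under Gapdh scaling, at -2.24 and -2.25, because Gapdh itself rose 7.90-fold on LPS. Proliferation genes had a median log2 ratio of 0.21 between the LPS libraries and of 0.27 between the resting ones, or 0.30 and 0.072 with kallisto estimated counts. The counted exons are those of the constant domains, so germline and switched transcripts were counted together, and reads shared between the γ genes could have been split among them.

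**Figure D1:**
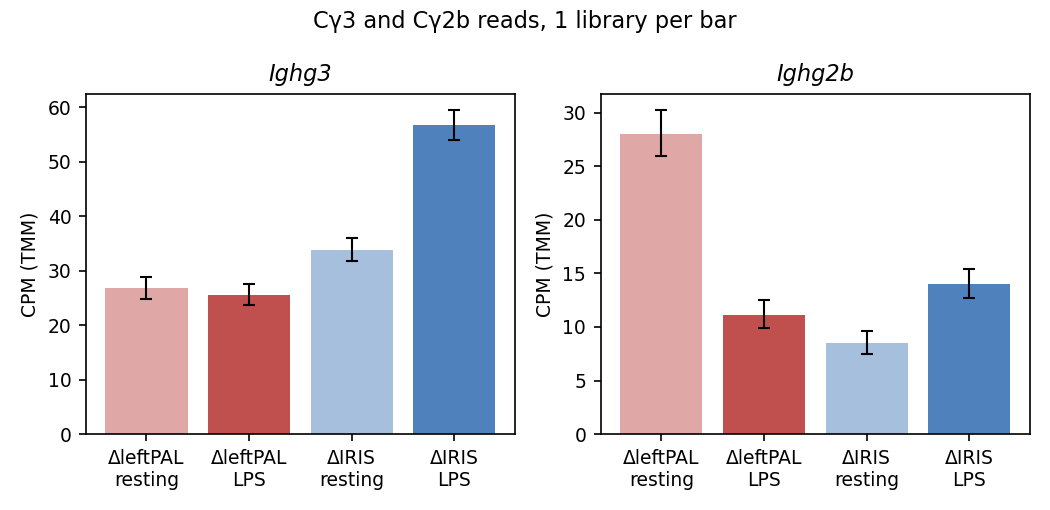
Reads of Ighg3 (left) and Ighg2b (right) in CPM scaled by TMM, with 1 library per bar, for resting and LPS-activated ΔleftPAL and ΔIRIS cells. Error bars are 95% exact binomial intervals of the counting error. Ighg3 stands at 56.6 in LPS-activated ΔIRIS cells and between 25.5 and 33.8 in the others, and Ighg2b is highest in resting ΔleftPAL cells, at 28.0.

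The paper sets the coverage of these genes in the LPS-activated cells of the mutants beside that of wt cells (Fig. 5a,d), and it attributes the transcription kept in ΔIRIS cells to the presence of hs3a and hs1,2.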

The presence of *hs3a* and *hs1,2* enhancers in Δ*IRIS* mice preserved *C*_*γ3*_ and *C*_*γ2b*_ transcription. Levels of H3K4me3 (Fig. 5b,e) and H3K27ac (Fig. 5c,f) in the *I*_*γ3*_-*S*_*γ3*_-*C*_*γ3*_ and *I*_γ2b_*-S*_γ2b_*-C*_γ2b_ regions (during IgG_3_ and IgG_2b_ CSR, respectively) were reduced only on deletion of *3'RR* enhancers but preserved in Δ*IRIS* mice. This suggests that *3'RR* effects on CSR mostly rely on the presence of all four *3'RR* enhancers, more or less independently from their rigorous palindromic arrangement.

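The LPS libraries also hold the reads of the other constant genes, whose p-values from the two-sided exact binomial test were adjusted by Benjamini-Hochberg together with those of Ighg3 and Ighg2b over 12 comparisons (6 genes, resting and LPS). After adjustment, this exact test of the LPS libraries gave p = 7.61e-75 for Ighg3 and p = 0.00353 for Ighg2b, both higher in ΔIRIS cells. Ighm, the gene of Cμ, was lower in ΔIRIS cells, with 234800 reads against 315386 and a log2 ratio of -0.55 (95% interval -0.56 to -0.54), opposite in direction to Ighg3. Relative to Ighm reads of the same library, Ighg3 had 7.07 reads per 1000 in ΔIRIS and 2.18 in ΔleftPAL cells, and Ighg2b had 1.75 and 0.951. The other genes had few reads after LPS alone. Ighg1 had 75 reads in ΔIRIS and 54 in ΔleftPAL cells, a log2 ratio of 0.35 whose interval ran from -0.17 to 0.88 (exact binomial test, adjusted p = 0.203), and 0.60 with kallisto estimated counts (exact binomial p = 0.00165 before adjustment). Ighg2c had 20 and 8 reads, with a log2 ratio of 1.20 (interval -0.05 to 2.59, exact binomial test, adjusted p = 0.0681) that turned to -0.31 with kallisto estimated counts. Igha had 12 and 18 reads, with a log2 ratio of -0.71 (interval -1.89 to 0.43, exact binomial test, adjusted p = 0.204). With TMM scaling no difference was detectable for these 3 genes at this depth, whereas Ighg2c gave 1.22 with total counts (exact binomial p = 0.0388 before adjustment) and with DESeq2 size factors (exact binomial p = 0.0389 before adjustment). Ighe stayed at or under 3 counts in every library. The paper reports Cγ2a for these mice, whereas the gene model used lists Ighg2c. Whether the reads counted as Ighg2c came from the γ2a gene of these mice was not tested.

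**Figure D2:**
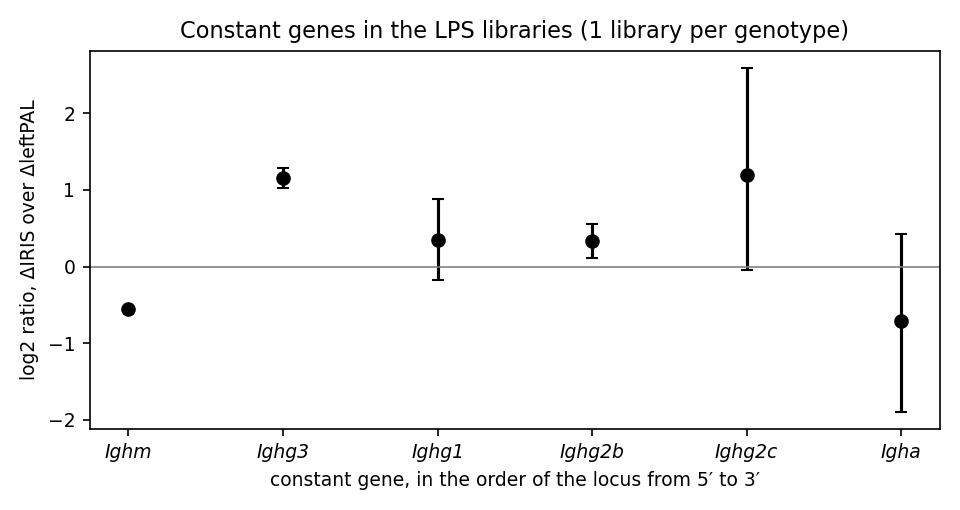
The log2 ratio of ΔIRIS over ΔleftPAL in the LPS libraries for each constant gene with more than 3 counts, with 1 library per genotype. Points are the ratios and error bars their 95% exact intervals. Ighg3 at 1.15 and Ighg2b at 0.33 lie above 0, Ighm at -0.55 lies below it, and the intervals of Ighg1, Ighg2c and Igha span 0.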

### The *3'RR* palindrome and B-cell fate

The full deletion of the *3'RR* was reported to affect membrane IgM density and to modulate the B-cell fate towards less marginal zone B cells^5^. We generated heterozygous *IgH* a^ΔleftPAL^/b^*wt*^ mice and *IgH* a^Δ*IRIS*^/b^*wt*^ mice by crossing homozygous ΔleftPAL mice (*IgH* a^ΔleftPAL^/a^ΔleftPAL^) and ΔIRIS mice (*IgH* a^Δ*IRIS*^/a^Δ*IRIS*^) with C57BL/6 mice (*IgH* b^*wt*^/b^*wt*^). Analysis of splenic B cells with IgM-allotype-specific antibodies indicated similar percentages of transitional B cells (B220^+^AA4.1^+^), follicular B cells (B220^+^CD21^low^CD23^high^) and marginal zone B cells (B220^+^CD21^high^CD23^low^) expressing either the *a* or *b* allotype in a^ΔleftPAL^/b^*wt*^ and *IgH* a^Δ*IRIS*^/b^*wt*^ mice (Fig. 6a,b) and no defect in membrane IgM density (Fig. 6c). Percentages of B220^+^CD138^+^ plasmablasts were not different in ΔleftPAL, Δ*IRIS* and *wt* mice (Fig. 6d). The lowered IgM density observed in CD138^+^ plasmablasts is almost restored in Δ*IRIS* mice (Fig. 6e). This again suggests that most of the effects of *3'RR* enhancers on IgM expression and relevant B-cell fate are simply provided by the presence of all four *3'RR* enhancers, without requiring their rigorous palindrome arrangement.

### The *3'RR* palindrome and Ig synthesis

Ig production was assessed *in vitro* through stimulation of splenocytes with LPS and/or cytokines. It was significantly affected in both mutant strains of mice, although this phenotype was aggravated in ΔleftPAL mice lacking two enhancers. IgG_2b_ (LPS stimulation), IgG_1_ (LPS+IL4 stimulation), IgG_2a_ (LPS+INFγ stimulation) and IgA (LPS+TGFβ stimulation) syntheses were markedly reduced in ΔleftPAL compared with *wt* mice (Fig. 7a). Similar alterations were observed in Δ*IRIS* mice, except that they were eventually less pronounced and spared IgG_3_ and IgA secretion (Fig. 7a). We next investigated Ig production and plasma accumulation *in vivo* and again found similar alterations in both mutant strains, which mostly showed defects for IgM, IgG_3_ and IgG_2a_ plasma levels, whereas IgG_1_, IgG_2b_ and IgA were preserved (Fig. 7b). Although statistically significant in both cases, the plasma IgG_3_ and IgG_2a_ levels were less markedly decreased in Δ*IRIS* mice than in mice with the dual deletion of *hs3b* and *hs4* enhancers^19^. Although these total Ig-level defects were clear, evaluation of specific circulating antibody levels after ovalbumin immunisation did not show major alteration, neither in ΔleftPAL nor in Δ*IRIS* mice, suggesting that the intrinsic B-cell defect was compensated on specific antigenic challenge (with potentially a trend of lower levels of IgG1 and IgG2a antibodies in mutant animals; Fig. 7c).

## Discussion

The *IgH 3'RR* is a large and complex *cis*-regulatory region with a unique and striking palindromic architecture (Fig. 1) for which a potential functional role has been long questioned. Because the previously reported focal genomic alterations of the *3'RR* could not address the issue of a role for the *3'RR* architecture^6^,^19^,^24^,^25^,^26^,^27^ (Fig. 8), we generated two different mice with complete disruption of the palindromic architecture, either by globally deleting the first-half part of the *3'RR* (including *hs3a* and *hs1,2* enhancers) or by removing all inverted repeats while preserving all enhancers (but with *hs3* enhancer disposed as direct repeats) and compared them. SHM in *V*_*H*_ genes was markedly affected by the palindromic deconstruction. Keeping *hs3a* and *hs1,2* enhancer intact in Δ*IRIS* mice prevented the fall in histone modification and RNA pol II pausing but nevertheless affected AID recruitment in *V*_*H*_ genes. Taken together, this indicates that, even when all enhancer elements were present, breaking the palindrome symmetry by deleting half of inter-enhancer intervening sequences plus flipping *hs3a* in a direct repeat orientation affected SHM at a level similar to ΔleftPAL mice also lacking *hs3a* and *hs1,2*. Although a role for the non-conserved intervening sequences by themselves cannot be excluded, these data strongly suggest a role for the palindromic *3'RR* architecture during SHM. Indeed, although the absence of any inter-species sequence identity between *3'RR IRIS* suggests that they do not include major functional motif, conservation of their dyad symmetry architecture around *hs1,2* by contrast suggests an evolutionary pressure on the palindromic structure itself^15^. Our data fully support the idea that this pressure on the *3'RR* architecture connects with a functional importance for germinal centre B-cell response and thus for optimal humoral immunity. On the basis of previously published data, one can also suggest that the *IgH 3'RR* is somehow split into functional modules. The 25-kb-long palindrome seems to have a strong role in SHM, whereas *hs4* deletion alone only affected membrane IgM expression in resting B cells^27^, and the *hs3b*+*hs4* deletion affected IgM expression and CSR but not SHM^18^,^19^. These data do not formally exclude the hypothesis that the reduction in distances between the enhancers alone accounts for our SHM observation. For other enhancers, dependence on proper spatial organisation and spacing has been reported^28^. However, we think that data regarding the *3'RR* are much more in favour of an architectural role of the repeats, contributing to a given functional secondary or tertiary structure of either the *3'RR* and/or the whole *IgH* locus. A contribution of transcription to *3'RR* conformation is also suggested by our previous characterisation of *3'RR* eRNA^8^, and the recent demonstration that long non-coding RNA coming from distal IncRNA-CSR element positively regulates the activity of the *3'RR* (ref. 21).

Combined effect of the four *3'RR* enhancers was not sufficient alone for an efficient AID recruitment and thus for a normal SHM rate. Interestingly, a previously reported *3'RR* deletion sparing most of its palindromic part but removing its two last enhancers (*hs3b*+*hs4*) had no effect on SHM^18^, but it had major effects on CSR^9^, whereas complete deletion of the *3'RR* was shown to simultaneously affect CSR and SHM^6^,^9^. In the present study, analysis of ΔleftPAL and Δ*IRIS* mice with a deconstruction of the *3'RR* palindrome only had a minor effect on CSR with reduced CSR towards γ_3_ and γ_2b_ connected with decreased γ_3_ and γ_2b_ GLT. The *3'RR*-induced CSR control is complex, as CSR towards α is mostly dependent on the *hs4* enhancer^21^, and as CSR to γ_1_ appears as at least partially *3'RR*-independent^6^,^20^. These differences probably relate to the specific structures of germline promoters and of *S* regions, as the number of G-clusters to initiate R loops, the number of WGCW sites for AID deamination and distance to promoter are of key importance for CSR efficiency^29^. Thereby, *S*_*α*_ has been demonstrated to be able to form R-loops more readily than other isotypes, thus allowing AID to induce the double-strand breaks (DSBs) required to initiate CSR, because of the short distance between *I*_*α*_ and *C*_*α*_ (ref. 30). Transcription is suggested to play a key role both in SHM and CSR. However, the induction of these two processes is different. Although CSR relies mostly on transcription and the repetitive sequences of *S* regions to produce ssDNA and recruit AID, SHM requires the presence of many co-factors for efficient AID targeting and, thus, may be more dependent on the 3D structure of the *3'RR*, which may allow a precise regulation of this mechanism. Moreover, CSR is a ‘yes' or ‘no' process, which might still be able to occur even when the frequency of AID lesions within downstream *S* region is decreased (especially in conditions with a *3'RR* deletion, where double-strand breaks still occur at high rate in the upstream *S*_*μ*_ region^20^. In addition, CSR and SHM require the activity of different parts of the AID molecule and different partners of AID, such as 14-3-3 and KAP1/HP1 in the case of CSR^31^. Finally, it has been demonstrated that *V* and *S* regions use different mechanisms to expose ssDNA to AID. Although *S* regions form long R-loops because of to the high level of transcription and their repetitive sequence, *V* regions display short patches of ssDNA that require the assembly of protein–DNA complex^32^. AID is, evolutionarily, the first enzyme known to improve immune diversity by SHM, and it is present as early as the primordial jawed vertebrates; AID-induced CSR begins later, with the first amphibians^32^,^33^,^34^.

In conclusion, SHM requires both *3'RR* enhancers and its palindromic architecture, whereas CSR relies mostly on the enhancers, which are sufficient for GLT and accessibility of the locus. Inverted repeats may function by positioning the *3'RR* in its optimal 3D configuration, together with eRNA, IncRNA and transcription factor in order to stabilise the chromosomal loops that most efficiently recruit AID downstream of *pV*_*H*_ promoters^35^. It is of interest to note that CSR and the increased *IgH* transcription occurring at the plasma cell stages do not require these elements, reinforcing the concept that CSR and SHM are mechanistically differently controlled by the *3'RR*. Understanding differences of the pathways that contribute to CSR and SHM will help us understand the mechanisms for antibody regulation and diversity. Our present results indicate that the *3'RR* regulates AID-induced SHM and CSR by different mechanisms, underline the complexity of action of this major *cis*-regulatory element and demonstrate that not only enhancers included in the *3'RR* but also the global palindromic architecture of this region are critical determinants of its function.

## Methods

### Mice

In all, 129 *wt* mice and C57Bl/6 *wt* mice (from Charles Rivers Laboratories, France), as well as ΔLeftPAL and Δ*IRIS* mice (from UMR CNRS 7276, Limoges, France; in a 129 background), were used. Our research has been approved by our local ethics committee review board (Comité Régional d'Ethique sur l'Expérimentation Animale du Limousin, Limoges, France) and has been carried out according to the European guidelines for animal experimentation.

### Vector construction and embryonic stem cell screening

A neomycin-resistance gene (*neo*^R^) flanked by *loxP* sites was stuck in between 5' and 3' arms. At the 5' end, a phosphoglucokinase promoter-herpes simplex virus thymidine kinase gene (*Tk*) was included to permit negative selection against random integration. Cells of the embryonic stem (ES) cell line E14 were transfected with linearised vector by electroporation and selected using 300 μg ml^−1^ geneticin and 2 μg ml^−1^ gancyclovir. The ES cell line E14 was derived from the inbred mouse strain 129. PCR analysis with primers 5' and 3' of the construct identified recombinants. ES clones showing homologous recombination were injected into C57Bl/6 blastocysts, and the resulting chimeras were mated with C57Bl/6 animals. Germline transmission in heterozygous mutant mice was checked by specific PCR. Mutant mice were mated with cre-transgenic mice. The progeny was checked by PCR for the occurrence of a cre-mediated deletion of the *neo*^R^ gene. ΔleftPAL and Δ*IRIS* homozygous mice were checked by PCR. The various PCR primers used for screening the ΔleftPAL and Δ*IRIS* mice are reported in the Supplementary Table 1 and located in the Supplementary Fig. 1.

### Blood sampling

Blood samples were recovered from transgenic mice and *wt* controls with heparinised needles. Ten-week-old animals (male and female) were used. Plasma samples were recovered by centrifugation and stored at −20 °C until use.

### Spleen cell cultures for CSR and Ig determinations

Single-cell suspensions of CD43^−^ spleen cells of *wt*, ΔleftPAL and Δ*IRIS* mice (8–12 weeks old, male and female) were cultured for 3 days at 1 × 10^6^ cells per ml in RPMI 1640 with 10% fetal calf serum, 5 μg ml^−1^ LPS with or without 20 ng ml^−1^ IL-4, 2 ng ml^−1^ TGFβ and 2 ng ml^−1^ INFγ (PeproTech, Rocky Hill, NJ)^6^,^36^. At day 3, 1 × 10^6^ cells were cultured for 24 h in growth medium without LPS+cytokine. Supernatants were recovered and stored at −20 °C until use. At day 3, cultured splenic B cells were incubated with anti-B220-SpectralRed (PC5)-labelled antibodies (Biolegend, ref: 103212) and anti-IgG_1_- (ref: 107020), anti-IgG_2a_- (ref: 108002), anti-IgG_2b_- (ref: 109002), anti-IgG_3_- (ref: 110002) and anti-IgA- (ref: 104002) fluorescein-isothiocyanate (FITC)-labelled antibodies (Southern Biotechnologies), and then analysed on a Fortessa LSR2 (Beckton-Dickinson)^6^. All antibodies were at a concentration of 10 μg ml^−1^.

### Real-time quantitative PCR of I_x_-C_x_ GL transcription

Three-day *in vitro*-stimulated splenocytes (LPS+appropriated cytokines) were collected and RNA was extracted for investigation of *I*_*x*_*-C*_*x*_ transcripts. RNA and cDNA were prepared using standard techniques. Quantitative PCR was performed using power SYBR green (Applied Biosystems). PCR primers used for determinations of *I*_*x*_*-C*_*x*_ transcripts are reported in the Supplementary Table 1.

### Immunisation

For immunisation experiments, batches of 8-week-old mice were used (6 mice per genotype, male and female). The first immunisation was performed with 50 μg of chicken ovalbumin per animal in 50% complete Freund's adjuvant and a second immunisation was performed 13 days later with the same amount of antigen in 50% incomplete Freund adjuvant. Immunised mice were eye-bled at various intervals during the immunisation protocol, and plasma was analysed for the presence of ovalbumin-specific IgM, IgG_1_, IgG_2a_ and IgG_2b_ by ELISA^18^.

### Antibody determinations

Specific ELISAs were performed as follows^6^,^18^: ELISAs for specific IgM, IgG_1_, IgG_2a_ and IgG_2b_ were performed in polycarbonate 96-multiwell plates coated overnight at 4 °C with 100 μl of 10 mg ml^−1^ ovalbumin solution in 0.05 M Na_2_CO_3_ buffer. After washing, a blocking step was performed with gelatin (2 mg ml^−1^) in PBS buffer. After washing, 50 μl of assayed plasma or control plasma was diluted into successive wells (first dilution to 1:50) in gelatin (2 mg ml^−1^) in PBS buffer and incubated for 2 h at 37 °C. The positive control consisted of a pool of plasma from ovalbumin-immunised *wt* mice (the same control plasma was used in all ELISAs). After washing, 100 μl per well of appropriate conjugated antibodies were added and adsorbed for 2 h at 37 °C. Alkaline phosphatase (AP)-conjugated goat antisera specific for mouse IgM (Southern Biotechnologies, ref: 102104), IgG_1_ (Southern Biotechnologies, ref: 107004), IgG_2a_ (Southern Biotechnologies, ref: 1080004) and IgG_2b_ (Beckman Coulter, ref: 731943) were used at a concentration of 1 μg ml^−1^. After washing, AP activity was assayed using AP substrate, and enzymatic reactions were stopped with 3 M NaOH. The optical density was measured at 400 nm. Diluted plasmas were compared with the titration curve obtained on the same multiwell plate, which allowed the quantification of ovalbumin-specific antibodies in arbitrary units. Culture supernatants and plasma (first dilution to 1:50) from ΔleftPAL, Δ*IRIS* and *wt* mice were analysed for the presence of the various Ig classes (IgM, IgG_1_, IgG_2b_, IgG_2b_, IgG_3_ and IgA) by ELISA, as previously described above^6^,^18^,^20^, except for the coating made with suitable capture antibodies (2 μg ml^−1^ for IgM (Southern Biotechnologies, ref: 902001), IgG_1_ (Southern Biotechnologies, ref: 107001), IgG_2a_ (Southern Biotechnologies, ref: 731956) and IgG_2b_ (Southern Biotechnologies, ref: 731940), 3 μg ml^−1^ for IgG_3_ (Southern Biotechnologies, ref: 732371) and 4 μg ml^−1^ for IgA (Southern Biotechnologies, ref: 104001), blocking performed with 3% BSA in PBS, AP-conjugated goat antisera specific for mouse IgA (Southern Biotechnologies, ref: 104004) and IgG_3_ (Beckman Coulter, ref: 732374), and for standards made with specific antisera for IgM, IgG_1_, IgG_2a_, IgG_2b_, IgG_3_ and IgA (Southern Biotechnologies)).

### ChIP experiments

Mice immunisations were performed orally with sheep red blood cells for 2 weeks and intraperitoneally with 10 μg of LPS for 1 week (8–12 weeks old, male and female). ChIP experiments were done on freshly isolated Peyer's patches cells, as previously described^8^. In brief, 4 × 10^6^ B cells were cross-linked at room temperature for 15 min in 15 ml of PBS with 1% formaldehyde. The reaction was quenched with 0.125 M glycine. After lysis, chromatin was sonicated to 0.5–1 kb using a Vibracell 75043 (Thermo Fisher Scientific). After dilution in ChIP buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl, pH 8.1 and 167 mM NaCl), chromatin was precleared by rotating for 2 h at 4 °C with 50 ml of 50% protein A/G slurry (0.2 m ml^−1^ sheared salmon sperm DNA, 0.5 m ml^−1^ BSA and 50% protein A/G; Sigma). In all, 0.1 × 10^6^ cell equivalents were saved as input, and 2 × 10^6^ cell equivalents were incubated overnight with anti-AID or control antibodies. Immune complexes were precipitated by the addition of protein A/G. Cross-linking was reversed by overnight incubation (70 °C) in TE buffer with 0.02% SDS, and chromatin was phenol/chloroform extracted. Anti-AID antibodies were kindly provided by Dr P. Gearhart. Anti-H3K4me3 was obtained from Millipore (ref: 07473), and anti-K3K27ac and anti-P-ser5 pol II pause were obtained from Abcam (clone ab4729 and ab5131, respectively). PCR primers are detailed in Supplementary Table 1.

### *IgH* primary transcription analysis

Total RNA was phenol–chloroform-extracted from 5 × 10^5^ B cells from freshly isolated peyers patches, in mice previously stimulated, as described above for SHM analysis. Real-time PCR was performed in duplicate by using TaqMan assay reagents and analysed on a StepOnePlus RT PCR system (Applied Biosystems). *IgH* primary transcripts (probe located in the intron between the last *J*_*H*_ and the intronic *Eμ* enhancer) were studied as previously reported^37^. Forward primer, 5′-TTCTGAGCATTGCAGACTAATCTTG-3′; reverse primer, 5′-CCTAGACAGTTTATTTCCCAACTTCTC-3′; and probe, 5′-CCCTGAGGGAGCCG-3′. κ-primary transcripts (probe located in the intron between the last *Jκ* and the intronic enhancer *Ei* κ): κ-forward primer, 5′-ACCCCCGCGGTAGCA-3′; κ-reverse primer, 5′-TCCTATCACTGTGCCTCAGGAA-3′; and probe, 5′-CCCTTGCTCCGCGTGGACCA-3′. Aicda transcripts were also analysed (reference Mm01184115-m1) and GAPDH was used for the normalisation of gene expression levels (reference Mm99999915-g1).

### Sequencing

Mice were immunised orally with sheep red blood cells for 2 weeks and intraperitoneally with 10 μg of LPS for 3 days. Single-cell suspensions from Peyer's patches were labelled with B220-APC- (Biolegend, ref:103212), GL7-FITC- (Beckton Dikinson, ref: 561530) and Fas-PE- (Beckton Dikinson, ref: 554258) conjugated antibodies. Purification of B220^+^GL7^+^Fas^+^ cells was realized on a FACS ARIA III (BD). Genomic DNA was extracted, and a region corresponding to a sequence of 517 bp downstream of the *J*_*H4*_ segment was amplified by PCR. As a control, *Igκ* light-chain *VJ*-rearranged fragments were also amplified. Primers (detailed in the Supplementary Table 1) were coupled to 454 Sequencing adaptor sequences and PCR was performed using the program previously reported^8^. According to the manufacturer, the resulting purified amplicons were prepared for sequencing with a GS Junior Titanium emPCR Kit (Lib-A; Roche), and the library of DNA fragments was sequenced on a 454 GS Junior instrument (Roche). Obtained sequences were aligned to the reference sequence using BWA aligner^38^, and SAMtools software was used to obtain BAM files^39^. Redundant sequences were excluded, and wig files were generated using IGV Tools^40^ and manually analysed to determine mutation frequencies for each nucleotide in the sequence.

### RNAseq experiments

CD43^−^ splenocytes were obtained from 4 *wt*, 4 ΔleftPAL and 4 Δ*IRIS* mice before and after 48 h of *in vitro* stimulation (1 × 10^6^ cells per ml in RPMI 1640 with 10% fetal calf serum) with 5μg ml^−1^ LPS. RNA was extracted using the miRNeasy kit from QIAGEN, according to the manufacturer's instructions. 

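The number of mice behind each library is stated in more than 1 way. The methods give 4 mice per genotype and 2 pooled RNAs of 2 samples each, the legend of Fig. 5 gives 2 experiments with 3 mice per genotype, and the sample descriptions give a single pool of B cells from 4 animals. The files analysed here hold 1 library for each genotype and condition, so the spread between pools or between mice is not known. All 4 libraries expressed the Y chromosome genes Ddx3y, Kdm5d, Uty and Eif2s3y and held at most 3 reads of Xist, as the male mice of the legend would give.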

Two pooled RNAs (with two samples) were obtained for each genotype. RNA libraries were obtained using TruSeq Stranded Total RNA with Ribo-Zero Gold (Illumina), according to the manufacturer's instruction. Libraries were sequenced on a NextSeq500 sequencer, using NextSeq 500/550 High Output Kit (Illumina). Illumina NextSeq500 paired-end 2 × 150-nt reads were mapped with STAR release v2.4.0a versus mm10 with gene model from Ensembl release 77 with default parameters. 

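Counting with these options assigns a fragment to a gene only where its first read lies on the strand of the gene, and counts a fragment that maps to several places at its primary alignment. Stranded TruSeq libraries usually start from the opposite strand, so the gene counts were checked against the authors' kallisto estimated counts, which were made from transcript sequences. Over the genes with at least 100 estimated counts, between 9620 and 10274 per library, the median ratio of gene counts to estimated counts was 0.985 and 0.988 in resting and LPS-activated ΔleftPAL cells and 0.986 and 0.988 in resting and LPS-activated ΔIRIS cells. The lower and upper quartiles of this ratio were 0.917 and 1.01 in resting ΔleftPAL cells. The gene counts therefore hold the sense strand, and they were used for the values reported here.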

Quantification of genes was then performed using feature Counts release subread-1.4.6-p1-Linux-x86_64 with ‘--primary -g gene_name -p -s 1 -M ' options based on Ensembl GTF release 77 annotations.

## Additional information

**Accession codes:** The RNA-seq data derived from the CD43^−^ splenocytes has been deposited at the GEO under the accession code GSE76359.

**How to cite this article:** Saintamand, A. *et al*. Deciphering the importance of the palindromic architecture of the immunoglobulin heavy chain 3' regulatory region. *Nat. Commun.* 7:10730 doi: 10.1038/ncomms10730 (2016).

## Supplementary Material

Supplementary Information Supplementary Figure 1, Supplementary Table 1 and Supplementary References

## Figures and Tables

**Figure 1:**
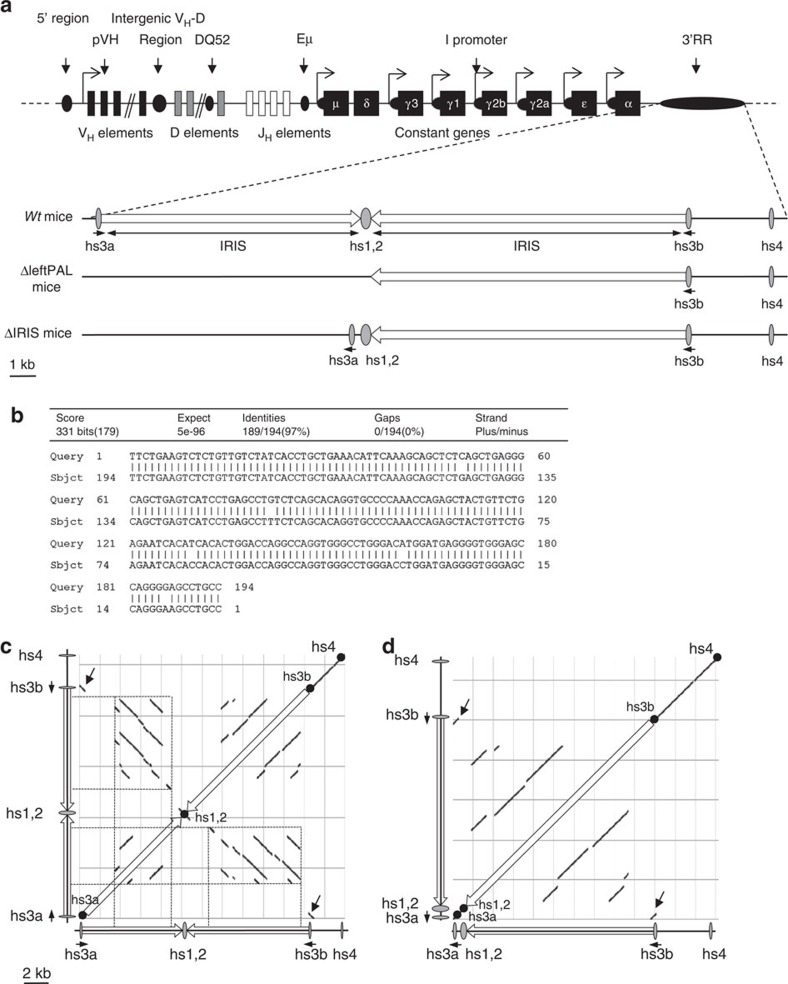
Palindromic structure of the *IgH 3'RR*. (**a**) Upper part: The mouse *IgH* locus (not on the scale). Lower part: The *3'RR* with its four enhancer elements and the *IRIS* (on the scale). ΔleftPAF and ΔIRIS mice are represented. (**b**) Sequence and homology between *hs3a* and *hs3b* enhancers (in opposite orientation in the chromosome). (**c**,**d**) DNA sequence dot-plot of the *3'RR* in *wt* (**c**) and Δ*IRIS* mice (**d**) showing self similarity. The main diagonal represents the sequence alignment with itself. Parallel lines to the main diagonal represent repetitive patterns within the sequence (that is, tandem repeat), whereas perpendicular lines to the main diagonal represent similar but inverted sequences, thus allowing to identify the palindromic structures (dotted lines). The inversion of *hs3a* enhancer (black arrows) and the deletion of the intervening sequences between *hs3a* and *hs1,2* in Δ*IRIS* mice totally disrupts the palindromic structure, despite the presence of all enhancer elements.

**Figure 2:**
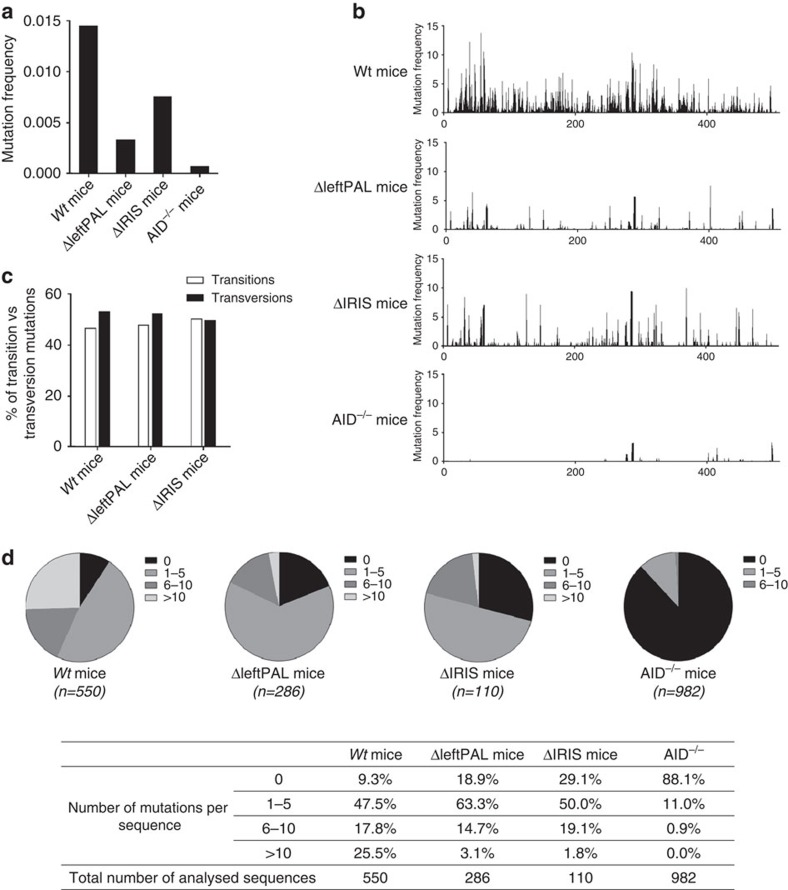
Influence of the *3'RR* palindrome on SHM. (**a**) SHM in *V*_*H*_ regions of ΔleftPAL, Δ*IRIS* and *wt* mice. Mice were immunised orally with sheep red blood cells for 2 weeks and intraperitoneally with 10 μg of LPS for 3 days. B220^+^GL7^+^Fas^+^ cells from Peyer's patches were sorted and pooled, and extracted DNA was amplified by PCR and submitted to high-throughput sequencing to evaluate SHM. *V*_*H*_ SHM values were normalised to *Jκ5* SHM values. Mean values from six mice for all genotypes were reported (8–12 weeks old, male and female). (**b**) SHM were found all along the analysed 3'*J*_*H4*_ DNA segment and hot spot of mutations were evidenced in both genotypes. Same mice as in **a**. (**c**) The proportion of transitions and transversions did not significantly differ between *wt*, ΔleftPAL and Δ*IRIS* mice. Same mice as in **a**. (**d**) Percentages of sequences with 0, 1–5, 6–10 and >10 mutations. (n): number of analysed sequences. Same mice as in **a**.

**Figure 3:**
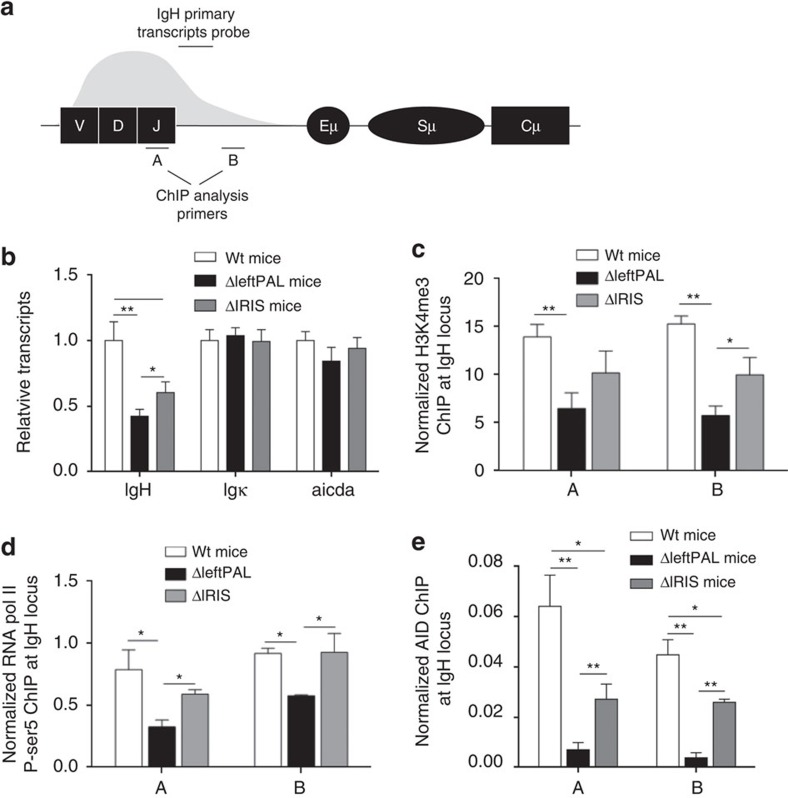
Mechanism underlying the *3'RR* palindromic effect on SHM. (**a**) Locations of probes (A,B) for ChIP experiments and PCR primers for *IgH* transcription. (**b**): *IgH*, *Igκ* and *AICDA* transcription in ΔleftPAL, Δ*IRIS* and *wt* mice. Mice were immunised orally with sheep red blood cells for 2 weeks and intraperitoneally with 10 μg of LPS for 3 days. Peyer's patch cell RNA was extracted and transcripts were amplified by real-time PCR. Data are the mean±s.e.m. of six independent experiments with one mouse per genotype (8–12 weeks old, male and female). *P<0.05 and **P<0.001 (Mann–Whitney's *U*-test for significance). Values were normalised to *GAPDH* transcripts. (**c**) ChIP analysis of H3K4me3 in *V*_*H*_ regions in Peyer's patch cells in ΔleftPAL, Δ*IRIS* and *wt* mice. Background ChIP signals from mock samples with irrelevant antibody were subtracted. ChIP values were normalised to the total input DNA. Data are the mean±s.e.m. of four independent experiments (8- to 12-week-old mice, male and female). *P<0.05, **P<0.01 (Mann–Whitney *U*-test). ChIP experiments were done in A and B locations (as in **a**). Same immunisation protocol as in **b**. (**d**) ChIP analysis of pol II paused in *V*_*H*_ regions in Peyer's patches cells in ΔleftPAL, Δ*IRIS* and *wt* mice. Data are the mean±s.e.m. of four independent experiments (8- to 12-week-old mice, male and female). *P<0.05, **P<0.01 (Mann–Whitney *U*-test). Same immunisation protocol as in **b**. (**e**) ChIP analysis of AID recruitment in *V*_*H*_ regions in Peyer's patch cells in ΔleftPAL, Δ*IRIS* and *wt* mice. Data are the mean±s.e.m. of five independent experiments (8- to 12-week-old mice, male and female). *P<0.05, **P<0.01 (Mann–Whitney *U*-test). Same immunisation protocol as in **b**.

**Figure 4:**
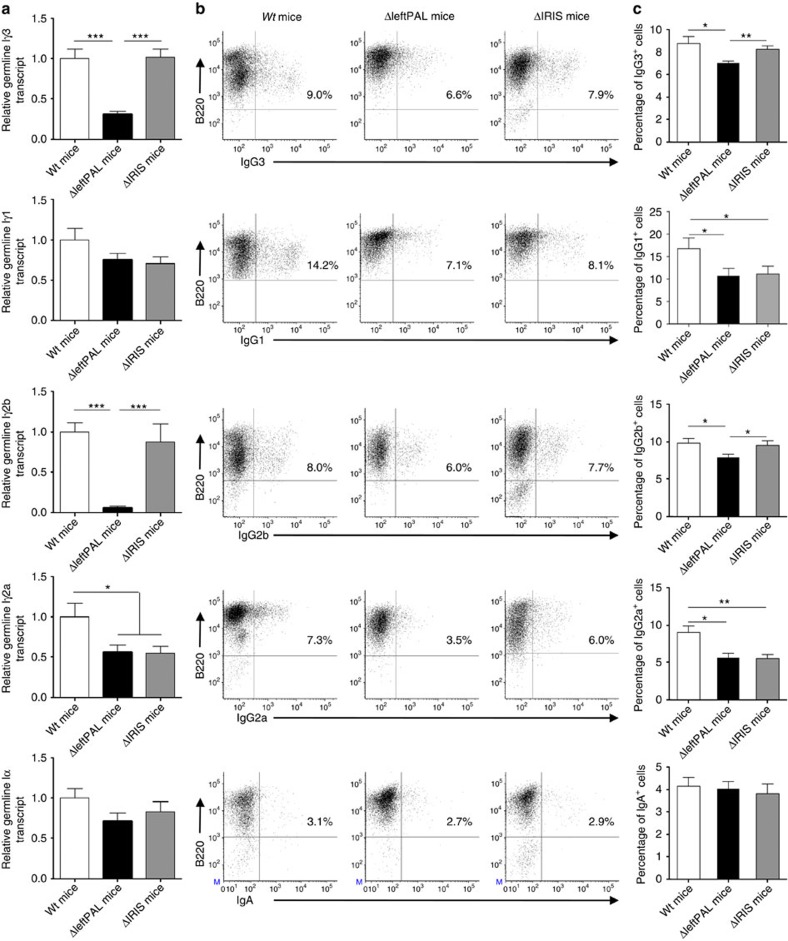
Influence of the *3'RR* palindrome on GLT and CSR. (**a**) GLT in B splenocytes of ΔleftPAL, Δ*IRIS* and *wt* mice. Cells were stimulated with LPS±IL-4, INFγ and TGFβ for 2 days. *Iγ*_*1*_*-C*_*γ1*_, *Iγ*_*2a*_*-C*_*γ2a*_, *Iγ*_*2b*_*-C*_*γ2b*_, *Iγ*_*3*_*-C*_*γ3*_ and *I*_*α*_*-C*_*α*_ GL transcription was investigated by real-time PCR. Mean±s.e.m. of six independent experiments with one mouse (8–12 weeks old, male and female). *P<0.05 and ***P<0.0001 (Mann–Whitney *U*-test for significance). Values were normalised to *GAPDH* transcripts. (**b**) CSR in B splenocytes of ΔleftPAL, Δ*IRIS* and *wt* mice. Cells were stimulated with LPS±IL-4, INFγ and TGFβ for 3 days. Cells were then labelled with anti-B220-APC antibodies and anti-IgG_1_-, anti-IgG_2a_-, anti-IgG_2b_-, anti-IgG_3_- and anti-IgA-FITC antibodies. One representative experiment out of six (one mouse per experiment) is shown (8- to 12-week-old mice, male and female). (**c**) Mean±s.e.m. of six independent experiments of CSR with one mouse (8–12 weeks old, male and female). *P<0.05 and **P<0.001 (Mann–Whitney *U*-test for significance).

**Figure 5:**
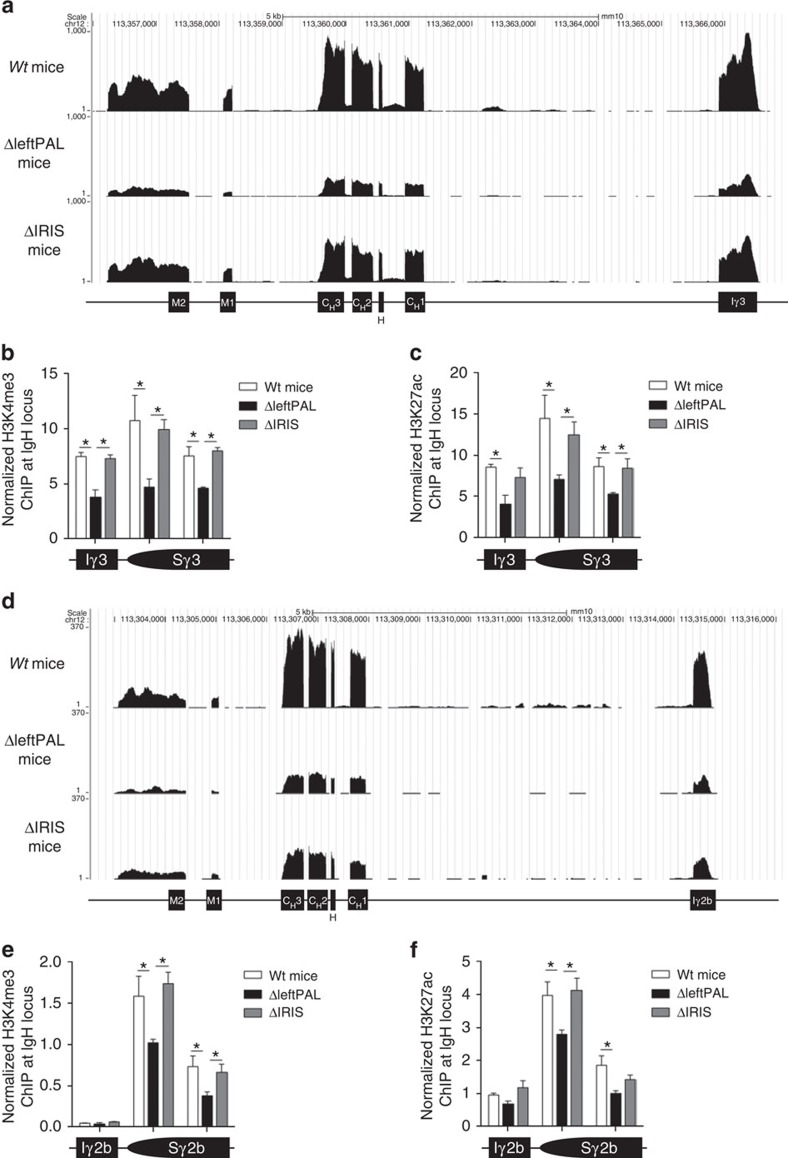
Influence of the *3'RR* palindrome on *IgH* transcription and activation of epigenetic marks during CSR. (**a**) *Iγ*_*3*_*-C*_*γ3*_ transcription in ΔleftPAL, Δ*IRIS* and *wt* mice. CD43-depleted splenocytes were cultured for 2 days with 5 μg of LPS. RNAseq experiments were performed after depletion of rRNA. Data are the mean of two independent experiments with three mice per genotype (8- to 12-week-old-male mice) (**b**) ChIP analysis of H3K4me3 in *I*γ_*3*_*-C*_*γ3*_ in ΔleftPAL, Δ*IRIS* and *wt* mice. Data are the mean±s.e.m. of four independent experiments (8- to 12-week-old mice, male and female). *P<0.05 (Mann–Whitney *U*-test). (**c**) ChIP analysis of H3K27ac in *Iγ*_*3*_*-C*_*γ3*_ in ΔleftPAL, Δ*IRIS* and *wt* mice. Data are the mean±s.e.m. of four independent experiments (8- to 12-week-old mice, male and female). *P<0.05 (Mann–Whitney *U*-test). (**d**) *Iγ*_*2b*_*-C*_*γ2b*_ transcription (RNAseq experiments) in ΔleftPAL, Δ*IRIS* and *wt* mice. Same mice as in **a**. (**e**) ChIP analysis of H3K4me3 in *Iγ*_*2b*_*-C*_*γ2b*_ in ΔleftPAL, Δ*IRIS* and *wt* mice. Data are the mean±s.e.m. of four independent experiments (8- to 12-week-old mice, male and female). *P<0.05 (Mann–Whitney *U*-test). (**f**) ChIP analysis of H3K27ac in *Iγ*_*2b*_*-C*_*γ2b*_ in ΔleftPAL, Δ*IRIS* and *wt* mice. Data are the mean±s.e.m. of four independent experiments (8- to 12-week-old mice, male and female). *P<0.05 (Mann–Whitney *U*-test).

**Figure 6:**
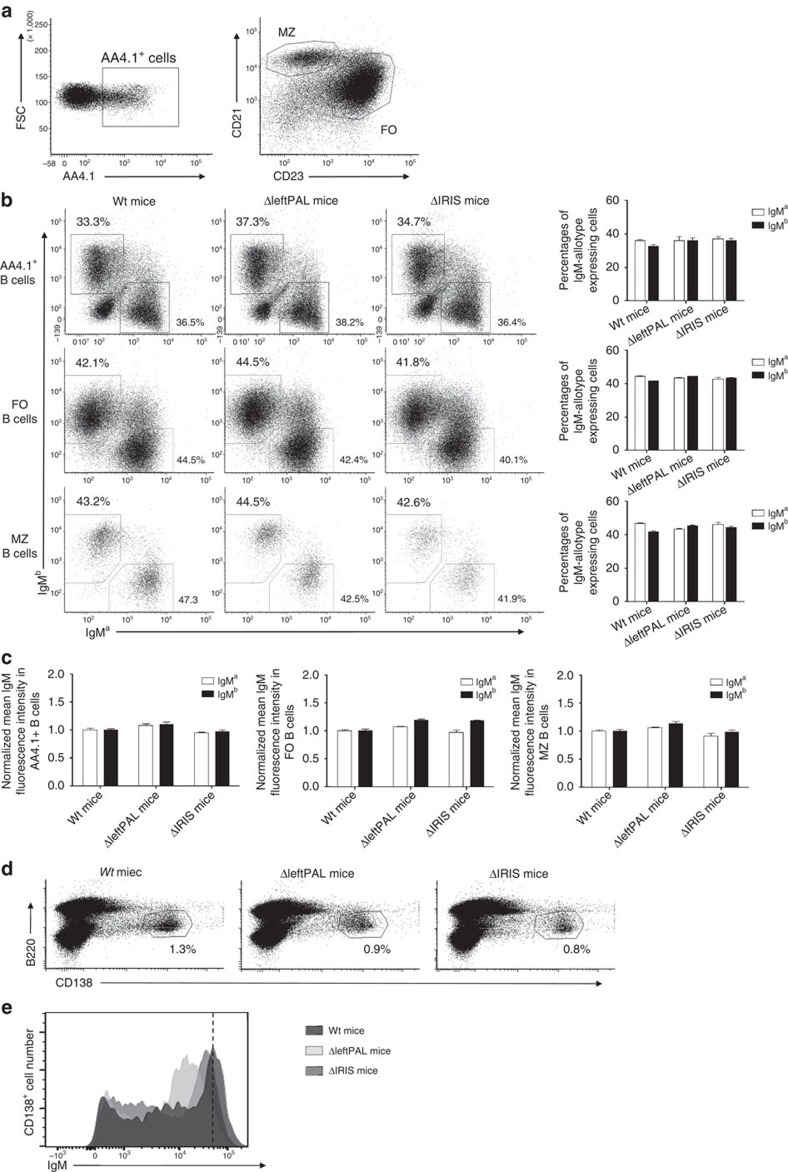
Influence of the *3'RR* palindrome on BCR expression and B-cell fate. (**a**) Flow cytometry analysis of transitional (TR) B cells (AA4.1^+^), follicular (FO) B cells (CD21^low^CD23^high^) and marginal zone (MZ) B cells (CD21^high^CD23^low^). One representative experiment out of five is shown (8- to 12-week-old mice, male and female). (**b**) TR, FO and MZ B cells expressing the *a* or *b* allele in a^ΔleftPAL^/b^*wt*^, a^ΔIRIS^ /b^*wt*^ and a^*wt*^/b^*wt*^ mice. One representative experiment out of five is shown (left part). Mean±s.e.m. of five mice for all genotypes (right part; 8–12-week-old mice, male and female). (**c**) Mean±s.e.m. of membrane IgM densities on TR, FO and MZ B cells expressing the *a* or *b* allele in a^ΔleftPAL^/b^*wt*^, a^ΔIRIS^ /b^*wt*^ and a^*wt*^/b^*wt*^ mice (8–12-week-old mice, male and female). (**d**) Flow cytometry analysis of plasmablasts (B220^+^CD138^+^) in spleen of homozygous a^ΔleftPAL^/b^*wt*^, a^ΔIRIS^ /b^*wt*^ and a^*wt*^/b^*wt*^ mice. One representative experiment out of three is shown (8- to 12-week-old mice, male and female). (**e**) Expression of IgM on plasmablasts of homozygous ΔleftPAL, ΔIRIS and *wt* mice. One representative experiment out of three is shown (8- to 12-week-old mice, male and female).

**Figure 7:**
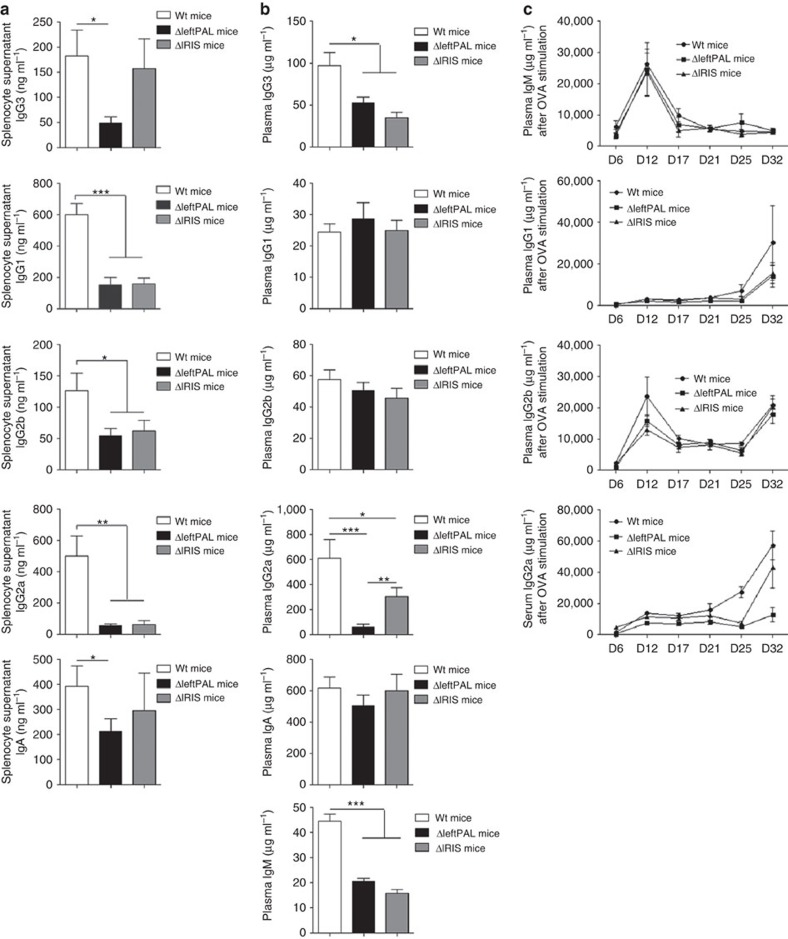
Influence of the *3'RR* palindrome on Ig synthesis. (**a**) ELISA analysis of IgG_1_, IgG_2a_, IgG_2b_, IgG_3_ and IgA in supernatants of LPS±IL-4-, INFγ- and TGFβ-stimulated splenocytes of ΔleftPAL, Δ*IRIS* and *wt* mice. Data are the mean±s.e.m. of eight experiments with one mouse (8–12 weeks old, male and female). *P<0.05, **P<0.01 and **P<0.001 (Mann–Whitney *U*-test for significance). (**b**) ELISA analysis of IgM, IgG_1_, IgG_2a_, IgG_2b_, IgG_3_ and IgA in plasma of 10 ΔleftPAL, 9 Δ*IRIS* mice and 18 *wt* mice (8 weeks old, male and female). Mean±s.e.m. *P<0.05, **P<0.01 and **P<0.001 (Mann–Whitney *U*-test for significance). (**c**) Ovalbumin-specific IgM, IgG_1_, IgG_2a_ and IgG_2b_. Antibody levels, detected by ELISA, are expressed in arbitrary units by comparison with control plasma values. Time after immunisation is indicated in days. Each point is the mean±s.e.m. of plasma determinations from six mice for each genotype (8–12 weeks old, male and female). One representative experiment out of two is shown.

**Figure 8:**
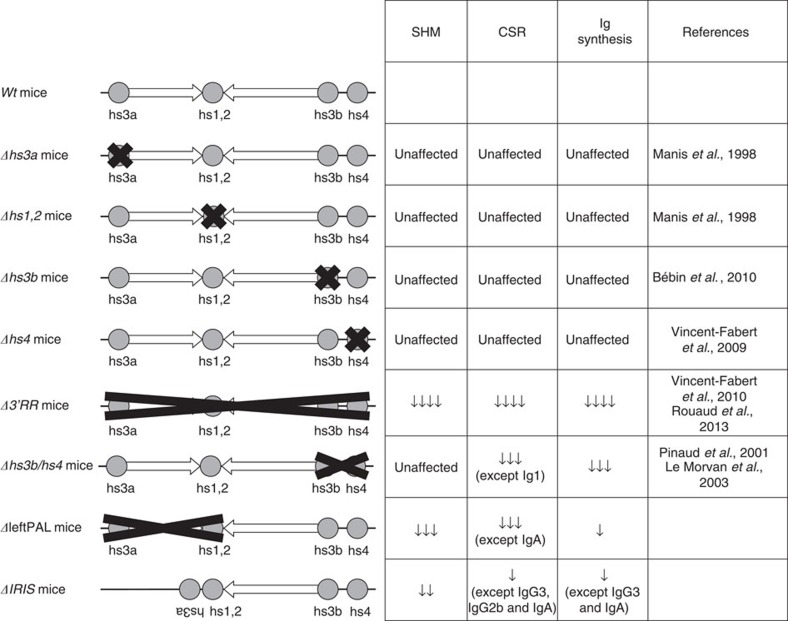
Mutants of the *3'RR* enhancers. References and main results are reported and compared with ΔleftPAL and Δ*IRIS* mice.

## References

[b1] HendersonA. & CalameK. Transcription regulation during B cell development. Annu. Rev. Immunol. 16, 163–200 (1998).959712810.1146/annurev.immunol.16.1.163

[b2] PinaudE. . The IgH locus 3' regulatory region: pulling the strings from behind. Adv. Immunol. 110, 27–70 (2011).2176281510.1016/B978-0-12-387663-8.00002-8

[b3] PerlotT., AltF. W., BassingC. H., SuhH. & PinaudE. Elucidation of IgH intronic enhancer functions via germ-line deletion. Proc. Natl Acad. Sci. USA 42, 14362–14367 (2005).1618648610.1073/pnas.0507090102PMC1242331

[b4] MarquetM. . The Eμ enhancer region influences H chain expression and B cell fate without impacting IgVH repertoire and immune response *in vivo*. J. Immunol. 193, 1171–1183 (2014).2496577610.4049/jimmunol.1302868

[b5] SaintamandA. . The IgH 3' regulatory region governs μ chain transcription in mature B lymphocytes and the B cell fate. Oncotarget 6, 4845–4852 (2015).2574278710.18632/oncotarget.3010PMC4467119

[b6] Vincent-FabertC. . Genomic deletion of the whole IgH 3' regulatory region (hs3a, hs1,2, hs3b, hs4) dramatically affects class switch recombination and Ig secretion to all isotypes. Blood 116, 1895–1898 (2010).2053880610.1182/blood-2010-01-264689

[b7] RouaudP. . Elucidation of the enigmatic IgD class switch recombination via germ-line deletion of the IgH 3' regulatory region. J. Exp. Med. 211, 975–985 (2014).2475230010.1084/jem.20131385PMC4010897

[b8] PéronS. . AID-driven deletion causes immunoglobulin heavy chain ‘locus suicide recombination' in B cells. Science 336, 931–934 (2012).2253955210.1126/science.1218692

[b9] RouaudP. . The IgH 3' regulatory region controls AID-induced somatic hypermutation in germinal centre B-cells in mice. J. Exp. Med. 210, 1501–1507 (2013).2382518810.1084/jem.20130072PMC3727322

[b10] RouaudP. . Enhancers located in heavy chain regulatory region (hs3a, hs1,2, hs3b and hs4) are dispensable for diversity of VDJ recombination. J. Biol. Chem. 287, 8356–8360 (2012).2227037110.1074/jbc.M112.341024PMC3318744

[b11] MedvedovicJ. . Flexible long-range loops in the VH gene region of the Igh locus that likely facilitate the generation of a diverse antibody repertoire. Immunity 39, 229–244 (2013).2397322110.1016/j.immuni.2013.08.011PMC4810778

[b12] BraikiaF. Z. . A developmental switch in the transcriptional activity of a long-range regulatory element. Mol. Cell. Biol. 35, 3370–3380 (2015).2619582210.1128/MCB.00509-15PMC4561733

[b13] ChauveauC. & CognéM. Palindromic structure of the IgH 3' locus control region. Nat. Genet. 14, 15–16 (1996).878281310.1038/ng0996-15

[b14] ChauveauC., DecourtC. & CognéM. Insertion of the IgH locus 3' regulatory palindrome in expression vectors warrants sure and efficient expression in stable B cell transfectants. Gene 222, 279–285 (1998).983166310.1016/s0378-1119(98)00475-2

[b15] D'addabboP., ScascitelliM., GiambraV., RocchiM. & FrezzaD. Position and sequence conservation in Amniota of polymorphic enhancer HS1,2 whithin the palindrome of IgH 3' regulatory region. BMC Evol. Biol. 11, 71 (2011).2140609910.1186/1471-2148-11-71PMC3068965

[b16] KitabatakeM. . Transgenic overexpression of G5PR that is normally augmented in centrocytes impairs the enrichment of high-affinity antigen-specific B cells, increases peritoneal B-1a cells, and induces autoimmunity in aged female mice. J. Immunol. 189, 1193–1201 (2012).2275394410.4049/jimmunol.1102774

[b17] FukitaY., JacobsH. & RajewskyK. Somatic hypermutation in the heavy chain locus correlates with transcription. Immunity 9, 105–114 (1998).969784010.1016/s1074-7613(00)80592-0

[b18] Le MorvanC., PinaudE., DecourtC., CuvillierA. & CognéM. The immunoglobulin heavy-chain locus hs3b and hs4 3' enhancers are dispensable for VDJ assembly and somatic hypermutation. Blood 102, 1421–1427 (2003).1271449010.1182/blood-2002-12-3827

[b19] PinaudE. . Localization of the 3' IgH locus elements that effect long-distance regulation of class switch recombination. Immunity 15, 187–199 (2001).1152045510.1016/s1074-7613(01)00181-9

[b20] SaintamandA. . Elucidation of IgH 3' region regulatory role during class switch recombination via germ-line deletion. Nat. Commun. 6, 7084 (2015).2595968310.1038/ncomms8084

[b21] PefanisE. . RNA exosome-regulated long non-coding RNA transcription controls super-enhancer activity. Cell 161, 774–789 (2015).2595768510.1016/j.cell.2015.04.034PMC4428671

[b22] StanlieA., MasatoshiA., MuramatsuM., HonjoT. & BegumN. A. Histone3 lysine4 trimethylation regulated by the facilitates chromatin transcription complex is critical for DNA cleavage in class switch recombination. Proc. Natl Acad. Sci. USA 107, 22190–22195 (2010).2113905310.1073/pnas.1016923108PMC3009800

[b23] DanielJ. A. & NessenzweigA. Roles for histone H3K4 methyltransferase activities during immunoglobulin class-switch recombination. Biochim. Biophys. Acta 1819, 733–738 (2012).2271032110.1016/j.bbagrm.2012.01.019PMC3378979

[b24] CognéM. . A class switch control region at the 3' end of the immunoglobulin heavy chain locus. Cell 77, 737–747 (1994).820562210.1016/0092-8674(94)90057-4

[b25] ManisJ. P. . Class switching in B cells lacking 3' immunoglobulin heavy chain enhancers. J. Exp. Med. 188, 1421–1431 (1998).978211910.1084/jem.188.8.1421PMC2213411

[b26] BébinA. G. . *In vivo* redundant function of the 3' IgH regulatory element HS3b in the mouse. J. Immunol. 184, 3710–3717 (2010).2017673910.4049/jimmunol.0901978

[b27] Vincent-FabertC. . Ig synthesis and class switching do not require the presence of the hs4 enhancer in the 3' IgH regulatory region. J. Immunol. 182, 6926–6932 (2009).1945468910.4049/jimmunol.0900214

[b28] DickelD. E., ViselA. & PennacchioL. A. Functional anatomy of distant-acting mammalian enhancers. Philos. Trans. R. Soc. Lond. B. Biol. Sci. 368, 20120359 (2013).2365063310.1098/rstb.2012.0359PMC3682724

[b29] ZhangZ. Z. . The strength of an Ig switch region is determined by its ability to drive R loop formation and its number of WGCW sites. Cell Rep. 8, 557–569 (2014).2501706710.1016/j.celrep.2014.06.021PMC4118936

[b30] KatoY. P. . Detection and characterization of R-loops at the murine immunoglobulin Sα region. Mol. Immunol. 54, 208–216 (2013).2328759910.1016/j.molimm.2012.11.009

[b31] CognéM. Activation-induced deaminase in B lymphocyte maturation and beyond. Biomed. J. 36, 259–268 (2013).2438506710.4103/2319-4170.113191

[b32] RonaiD. . Detection of chromatin-associated single-stranded DNA in regions targeted for somatic hypermutation. J. Exp. Med. 204, 181–190 (2007).1722791210.1084/jem.20062032PMC2118410

[b33] LaffleurB. . AID-induced remodelling of immunoglobulin genes and B cell fate. Oncotarget 5, 1118–1131 (2014).2485124110.18632/oncotarget.1546PMC4012742

[b34] KatoL. . An evolutionary view of the mechanism for immune and genome diversity. J. Immunol. 188, 3559–3566 (2012).2249268510.4049/jimmunol.1102397

[b35] BöhmdorferG. & WierzbickiA. T. Control of chromatin structure by long noncoding RNA. Trends. Cell. Biol. 25, 623–632 (2015).2641040810.1016/j.tcb.2015.07.002PMC4584417

[b36] TruffinetV. . The 3' IgH locus control region is sufficient to deregulate a c-myc transgene and promote mature B cell malignancies with a predominant Burkitt-like phenotype. J. Immunol. 179, 6033–6042 (2007).1794767710.4049/jimmunol.179.9.6033

[b37] TinguelyA. . Cross talk between immunoglobulin heavy-chain transcription and RNA surveillance during B cell development. Mol. Cell. Biol. 32, 107–117 (2012).2203776310.1128/MCB.06138-11PMC3255717

[b38] LiH. Aligning sequence reads, clone sequences and assembly contigs with BWA-MEM. Preprint at http://arxiv.org/pdf/1303.3997.pdf (2013).

[b39] LiH. . The Sequence alignment/map (SAM) format and SAMtools. Bioinformatics. 25, 2078–2079 (2009).1950594310.1093/bioinformatics/btp352PMC2723002

[b40] ThorvaldsdóttirH., RobinsonJ. T. & MesirovJ. P. Integrative Genomics Viewer (IGV): high-performance genomics data visualization and exploration. Brief. Bioinform. 14, 178–192 (2013).2251742710.1093/bib/bbs017PMC3603213

How the deposited data were processed for this re-analysis (not part of the article)

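RNA of splenic B cells was measured in 4 libraries, 1 from resting and 1 from LPS-activated cells of each of 2 genotypes, ΔleftPAL and ΔIRIS. The LPS-activated cells had been cultured for 48 h with 5 μg per ml LPS. The wt libraries named in the paper were not analysed here, so no value relative to wt is given. The tables held no per-sample column beyond those used.

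The authors mapped paired reads of 150 nt with STAR to the mm10 assembly with the gene model of Ensembl release 77, and deposited fragment counts per gene name from featureCounts without normalization. These gene counts cover 41343 rows, of which 1 pools genes without a name and was kept only in the library totals. The authors also deposited kallisto estimated counts for 88198 transcripts, without normalization, and the TPM values kallisto gives for the same transcripts, which are scaled to the same sum in each library. The paper's text does not name the kallisto version, index or settings. In the TPM table the names of the annotation columns are shifted against their content, and its rows were read by transcript identifier.

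Before the data were examined, the gene counts were set as the values to report unless their median ratio to the kallisto estimated counts fell under 0.1 in every library. The lowest median was 0.985, so the gene counts were kept. The total gene counts were 23621743 and 27780350 in resting and LPS-activated ΔleftPAL cells and 28711549 and 29778717 in resting and LPS-activated ΔIRIS cells, and the floor of 3 counts corresponds to 0.127, 0.108, 0.104 and 0.101 CPM. TMM factors from edgeR 4.0.16 in R 4.3.3 were 1.03, 0.970, 1.01 and 0.985 in the same order.

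With 1 library per group there are no residual degrees of freedom, so edgeR's quasi-likelihood test was not used. For single genes, the share of reads that one of 2 libraries contributed was compared with the share expected from their effective library sizes by a two-sided exact binomial test, with 95% Clopper-Pearson intervals converted to log2 ratios, in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3. Constant genes form a family of 12 comparisons that was adjusted by Benjamini-Hochberg. Such a test compares 2 libraries, not the genotypes, and its interval covers counting error alone. No p-value was computed across genes. For all genes, log2 ratios used CPM plus 0.5, which understates the change of low genes, over the 11286 genes with a mean of at least 50 counts over the libraries. Genes at least 2-fold apart were counted. The size of a gene's log2 ratio was ranked among the 500 genes nearest in mean expression of the LPS libraries, and the median of a gene set was ranked among 10000 random lists in which each gene was drawn from the 200 genes nearest in expression, as a description of these libraries. The genes named are those the paper names, those of the gene sets reported, and the 5 genes in each direction with the largest difference shared by the resting and the LPS comparison, immunoglobulin variable segments left out. Ighd was not analysed here, and the result of a gene the paper names is not reported here. Genes named outside this rule were chosen after their values were seen, and the text says so.

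The procedure was tested on simulated data drawn from the libraries' means and sizes over 11286 genes. Of 200 genes changed 4-fold, 196 were called at least 2-fold apart, and 0 unchanged genes were. Of 497 unchanged genes whose interval was checked, 475 intervals (95.6%) held the true ratio. The spread between pools or mice is not known here, so the simulated data could not include it. These figures therefore describe the procedure under counting error alone. They cannot tell how many genes 2-fold apart between the real libraries differ because of the pools and not the genotype.

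The alternatives were total counts, DESeq2 1.42.0 size factors, TMM factors from genes other than immunoglobulin genes, Gapdh counts, kallisto estimated counts and kallisto TPM summed per gene. For gene counts past a threshold they were also a minimum mean of 10 or 200 counts or none, a prior of 5 CPM and the omission of immunoglobulin genes. For ranks they were also the 100 nearest genes. GENCODE release M21 supplied gene types, positions and transcript sequences. It lists no gene of the 3'RR between Igha and Gm25622, so the deletions could not be read from the counts of a targeted gene.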

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

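The tests of shared reads with pseudogene copies and of the change of proliferation genes on LPS were chosen only after the result was seen. The other tests were written before the values they measure were seen.

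Ighg3 and Ighg2b moved in opposite directions on LPS in the 2 genotypes, and this difference between the genotypes was not tested. On the log2 scale the change of Ighg3 from resting to LPS was 0.81 higher in ΔIRIS (0.75) than in ΔleftPAL cells (-0.07), and that of Ighg2b was 2.06 higher (0.73 against -1.33). For Ighg3 the opposite signs rest on a ΔleftPAL change that is not distinguishable from 0. The 2 genes do not behave alike: Ighg3 differed by 0.34 between the resting libraries and by 1.15 between the LPS libraries, whereas Ighg2b was lower in resting ΔIRIS cells, by -1.73, and only 0.33 higher after LPS. The difference in the Ighg2b response thus comes mostly from its high level in resting ΔleftPAL cells. Under Gapdh scaling both genes fell on LPS in both genotypes, with differences between the genotypes of 0.48 and 1.72.

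For the difference between the LPS libraries, a larger number of plasmablasts was tested with 6 plasmablast genes. Their median log2 ratio of ΔIRIS over ΔleftPAL was -0.50, below all 10000 matched random lists, which is opposite to Ighg3 and Ighg2b. Relative to Ighm reads of the same library, the log2 difference was 1.70 for Ighg3 and 0.88 for Ighg2b, but Ighm itself was lower in ΔIRIS cells, so these ratios cannot tell whether the scaling matters. With Gapdh as the reference the differences were 0.98 and 0.16. Genes of similar GC content had median log2 ratios of -0.0063 for Ighg3 and -0.0051 for Ighg2b, and genes of similar length 0.00 for Ighg3 and -0.0022 for Ighg2b. The median log2 ratio of 8 proliferation genes was 0.21, at the 99.4th percentile of matched random lists. This has the direction of the Ighg3 and Ighg2b differences, and against Ighg2b (0.33) it is over 50% of the size. It stayed so with total counts (0.23 against 0.35), DESeq2 size factors (0.23 against 0.35) and TMM without immunoglobulin genes (0.19 against 0.31), but with kallisto estimated counts it was 0.30 against 0.66 and under Gapdh scaling 0.05 against 0.16, under 50% in both. At rest the proliferation genes had a median of 0.27, with 5 of 8 genes higher in ΔIRIS cells, which was 0.072 with kallisto estimated counts. In the gene counts the median difference between the genotypes in their change on LPS was -0.016. These tests point different ways, so whether the ΔleftPAL culture responded less to LPS is not settled, and part of the Ighg2b difference may or may not come from it. Gapdh scaling moved the median of all genes to -0.12. Counting of the wrong strand was tested with the median ratio of gene counts to kallisto estimated counts, which was 0.985 or more in every library. Reads shared between γ genes were not tested. From these libraries alone, a smaller activity of the 3'RR in ΔleftPAL cells remains a hypothesis for Ighg3. The paper has other, repeated experiments on this point, namely real-time PCR of γ3 germline transcripts and H3K4me3 and H3K27ac over the γ3 region. It reports these as affected in ΔleftPAL cells and preserved in ΔIRIS cells.

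Several constant genes differed between the resting libraries, which the paper does not report. Relative to ΔleftPAL, the log2 ratio in resting ΔIRIS cells was -3.19 for Ighg2c (49 against 375 reads), -2.06 for Igha (213 against 748), -1.73 for Ighg2b (246 against 685) and -1.55 for Ighg1 (26 against 64). These genes therefore had more reads in resting ΔleftPAL cells. For Ighg2c, it was not tested whether the reads came from the γ2a gene that the paper reports. Library scaling was tested with Igha against Ighm reads of the same library, which still gave -1.91. Plasma cells were tested with the plasmablast genes, whose median log2 ratio was 0.27, at the 93.7th percentile of matched random lists. The set was mixed, with 4 genes higher in ΔIRIS cells and 2 lower, Igj by -0.28 and Mzb1 by -0.57, so plasma cells are not excluded. The median of 11 germinal centre genes was -0.70, below all 10000 matched random lists. A candidate explanation is that the resting ΔleftPAL pool held more germinal centre or switched B cells, for example from an immune response in some of the pooled mice. With 1 pool per genotype this cannot be told apart from an effect of the genotype. Since Ighg2c and Igha reads were nearly gone after LPS culture in ΔleftPAL cells (8 and 18 reads), the fall of Ighg2b on LPS in these cells may have the same source. Other rows do not go with this. Ighg1, also higher in resting ΔleftPAL cells, had 64 reads there at rest and 54 after LPS. In ΔIRIS cells Igha and Ighg2c fell on LPS too, from 213 to 12 and from 49 to 20 reads, whereas Ighg2b rose. The source is therefore left open.

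Between the LPS libraries, 10 genes other than immunoglobulin genes were at least 16-fold apart, all higher in ΔleftPAL cells, and the paper does not discuss them. They were chosen after their values were seen, and 8 of them are processed pseudogenes. Of the 10, Gm11942 was also far apart between the resting libraries. The largest difference was that of Gm13841 (log2 ratio -6.39), followed by Rps3a3 (-6.17), whose reads numbered 7287 in LPS-activated ΔleftPAL cells and between 33 and 96 in the other libraries. Pseudogenes made up 69.2% of the 26 genes at least 4-fold higher in LPS-activated ΔleftPAL cells and 3.67% of all genes tested. Reads of Rps3a1 and 3 of its copies together came to 1691 CPM in LPS-activated ΔleftPAL and 1623 in LPS-activated ΔIRIS cells, but the copies took 25.4% of them in the former and 0.282% in the latter. For Rpl34 the copies took 21.6% in the former and 0.413% in the latter. A candidate explanation is that reads of the parent genes were assigned to their copies in the LPS-activated ΔleftPAL library. The Ighg3 and Ighg2b ratios between the LPS libraries rest on this library too. Whether reads of Ighg3, Ighg2b or Gapdh were likewise assigned elsewhere in this library was not tested. The kallisto estimated counts of the Rps3a1 copies were high in this library too (3375 against 6.38 in LPS-activated ΔIRIS cells). Among the 8 pseudogenes, Gm13841, Rps3a3, Rpl34-ps1, Gm8210 and Gm8730 had between 954 and 2616 kallisto estimated counts in it. Gm14165, Gm10154 and Gm11942 had only 0, 2.85 and 5.01. Ccl22, which is not a pseudogene, was also far apart, with 4085 against 259 reads. Strain variants were tested by position: of 87 other genes that differed in the LPS comparison and not in the resting one, 24 lay within 1 Mb of another, against a median of 12 and an upper limit of 21 in random lists. This cannot tell whether strain variants are involved, since the methods take resting and cultured cells from the same mice, so such variants would show at rest too, and the neighbours include gene families such as Pira2 and Pirb and the globin genes Hbb-bs and Hbb-bt.

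The genes of this paragraph were also chosen after their values were seen. In the kallisto estimated counts, Gm12913 had a log2 ratio of 2.96 between the LPS libraries, with 462209 estimated counts in ΔIRIS and 57593 in ΔleftPAL cells. Lars2 rose with it, with 398149 against 145440 estimated counts, but in the gene counts the log2 ratio of Lars2 was -0.75. Ribosomal RNA left after depletion may be the source, but the sequence of Gm12913 was not used here, and whether it shares sequence with ribosomal RNA was not tested. The gene counts list 0 reads for Gm12913 in every library, but they hold a like rise in AY036118, with 111536 against 11173 reads and a log2 ratio of 3.20. The transcripts of AY036118 and Lars2 share 0 sequences of 31 bases.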

How the results depend on the processing

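The log2 ratio of Ighg3 between the LPS libraries kept its direction and its side of the test's threshold under the 5 alternatives with a test, from 0.98 to 1.19, and was 1.07 in TPM. That of Ighg2b kept both except under Gapdh scaling, where it fell to 0.16.

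The change on LPS depended more on the scaling. Under Gapdh scaling, Ighg3 gave -2.71 in ΔleftPAL and -2.24 in ΔIRIS cells, and Ighg2b gave -3.98 in ΔleftPAL and -2.25 in ΔIRIS cells. The reason is that Gapdh itself rose with LPS by 2.65 in ΔleftPAL and 2.98 in ΔIRIS cells on the log2 scale. Ighg3 in ΔleftPAL cells was also -0.16 with total counts (exact binomial p = 0.0455) and turned to 0.048 with kallisto estimated counts. In TPM, Ighg3 gave -0.32 in ΔleftPAL and 0.34 in ΔIRIS cells, and Ighg2b -1.77 in ΔleftPAL cells. The cause was not tested for the tables.

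Among the other constant genes in the LPS libraries, Ighg1 reached 0.60 with kallisto estimated counts, and Ighg2c was 1.22 with total counts as with DESeq2 size factors, past the threshold in each case, but -0.31 with kallisto estimated counts and -0.49 in TPM. Ighm was -0.60 in TPM. In the resting libraries Ighm turned to 0.020 under Gapdh scaling, since Gapdh itself differed by -0.17 between them, and was -0.17 in TPM. For the tables the cause was not tested. Few reads limit Ighg2c, Igha and Ighg1, whose intervals span 0 in the LPS libraries.

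At least 2-fold apart were 223 genes between the LPS libraries and 322 between the resting ones. Both counts stayed within 1.5 times under total counts, DESeq2 size factors, kallisto estimated counts, a mean of at least 10 counts and the omission of immunoglobulin genes. A mean of at least 200 counts gave 128 and 182 genes, a prior of 5 CPM 83 and 128, and no filter 486 for the resting libraries. In the LPS libraries 28.7% of the genes were higher in ΔIRIS cells, and 15.7% with the prior of 5.

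The percentile of Ighg3 was 98.8 in TPM. That of Ighg2b was 84 among the 100 nearest genes, 95.6 with kallisto estimated counts and 90.4 in TPM, against 80.0.

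Of 187 other values under alternatives, 169 kept their direction and side of the threshold or stayed within their interval, 9 moved, 3 were weaker, 1 was stronger and 5 reversed. Several of the named genes have no value with kallisto estimated counts, and these are not part of the 187. They are Gm24105, Gm24276, Gpr137b-ps, Gm11759, Gm26461 and BC018473 in both comparisons, and Gm11868 and Gm11942 at rest. The kallisto estimated counts list Gm11868 and Gm11942 at 0 in resting ΔIRIS cells. Ptprc turned to -0.10 under Gapdh scaling and -0.046 in TPM for LPS and to -0.070 in TPM at rest, Cd93 to -0.092 under Gapdh scaling for LPS, and Gm11759 to -0.31 in TPM at rest. Under Gapdh scaling the shift is that of Gapdh itself, 0.17 between the LPS libraries, and in TPM the cause was not tested. Gapdh scaling moved the median of all genes to -0.12 for LPS and 0.17 at rest. No paired analysis was possible because each group has 1 library, and for the same reason no library was left out in turn.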

Other observations

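The tests of gene sets were written before the values of their genes were seen. The interferon and immediate early sets were limited to genes not looked at before. This does not make them independent of any related genes seen earlier.

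Between the resting libraries 322 genes were at least 2-fold apart, 207 of them higher in ΔIRIS cells, and between the LPS libraries 223, of which 64 were higher in ΔIRIS cells. Only 46 genes were 2-fold apart in both comparisons, 24 of them in the same direction with variable segments left out. On the log2(CPM + 0.5) scale, which understates the change of low genes, the genes with the largest difference in both were Gm11942 (log2 ratio -4.89 at rest and -6.08 after LPS), Gm11868 (-2.31 and -3.57), Pydc3 (-1.77 and -2.54), Ifit3 (-2.18 and -1.43) and BC018473 (-1.42 and -3.01), lower in ΔIRIS cells, and Gm24105 (3.33 and 1.94), Gm24276 (2.14 and 1.61), Gpr137b-ps (1.57 and 1.69), Gm11759 (1.55 and 1.53) and Gm26461 (1.72 and 1.29), higher in ΔIRIS cells. Most are pseudogenes or short RNAs, whose reads can be shared with other copies. The difference of Gm11942 rests on the gene counts: with kallisto estimated counts, which list it at 5.01 in ΔleftPAL and 1.00 in ΔIRIS cells after LPS, its log2 ratio was -2.37 (exact binomial p = 0.119). In TPM the resting log2 ratio of Gm11759 turned to -0.31.

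The resting libraries differed in further sets of genes. The erythroid genes are given with the globin reads below. The median log2 ratio of 5 myeloid genes was 0.41 at rest, at the 98.2nd percentile of matched random lists. The set was mixed, with 3 genes higher and 2 lower in ΔIRIS cells, and after LPS its median was -0.25. The median log2 ratio of 14 interferon genes was -0.63, with 14 of 14 lower in ΔIRIS cells, and after LPS it was 0.04. The median of 19 immediate early genes was 0.44 at rest, with 16 of 19 higher in ΔIRIS cells, and -0.29 after LPS. The values of the interferon genes leave open an interferon response in mice of the resting ΔleftPAL pool, as a hypothesis. Those of the immediate early genes leave open handling or stimulation of the cells of the resting ΔIRIS pool, also as a hypothesis. With 1 pool per genotype neither can be told apart from an effect of the genotype. A different sex of the mice was tested with 4 Y chromosome genes, whose largest absolute log2 ratio was 0.52, and does not account for the differences.

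The marginal zone genes had a median log2 ratio of -0.61 at rest and -0.40 after LPS, at the 0.02nd and 0.11th percentiles of matched random lists. Cr2, which encodes CD21, gave -0.63 and -1.06. The follicular genes were lower after LPS too, with a median of -0.59, also at the 0.11th percentile, and 3 of 3 genes lower, and at rest their median was -0.22. The paper reports similar percentages of marginal zone cells from flow cytometry of heterozygous mice, which is another experiment. No explanation was tested.

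Of the Ighm transcripts estimated by kallisto, 23.8% were of the secreted form in resting ΔleftPAL and 24.0% in resting ΔIRIS cells (95% Wilson intervals 23.5% to 24.0% and 23.8% to 24.3%). After LPS the share was 84.5% (84.3% to 84.6%) in ΔleftPAL and 76.8% (76.7% to 77.0%) in ΔIRIS cells. Igkc was lower in LPS-activated ΔIRIS cells too, with a log2 ratio of -0.90. The plasmablast genes were lower in these cells as well, with a median of -0.50 and 6 of 6 genes lower. Whether the secreted share follows from the number of plasmablasts was not tested further.

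Globin reads made up 4.20% and 2.84% of the gene counts in resting ΔleftPAL and ΔIRIS cells and 0.00558% and 0.0120% after LPS. The median log2 ratio of 5 erythroid genes, globin genes among them, was -0.47 at rest and 1.05 after LPS. These lay at the 0.15th and 100th percentiles of matched random lists. Alas2, a gene of this set that is not a globin gene, had 14660 reads in resting ΔleftPAL and 15108 in resting ΔIRIS cells. After LPS it had 16 and 45, so it fell as the globin reads did. The source of the globin reads was not tested further. The 8 genes tested of those that lie beyond the 3'RR on chromosome 12 had a median log2 ratio of -0.12 at rest and -0.17 after LPS, at the 19.7th and 5.03rd percentiles of matched random lists. Among them Tmem121 stood apart at rest, with 47 reads in ΔIRIS and 116 in ΔleftPAL cells and a log2 ratio of -1.31, against -0.22 after LPS.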
